# Cohesin composition and dosage independently affect early development in zebrafish

**DOI:** 10.1242/dev.202593

**Published:** 2024-08-01

**Authors:** Anastasia A. Labudina, Michael Meier, Gregory Gimenez, David Tatarakis, Sarada Ketharnathan, Bridget Mackie, Thomas F. Schilling, Jisha Antony, Julia A. Horsfield

**Keywords:** Cohesin, Rad21, Stag2, Cell fate, Zebrafish

## Abstract

Cohesin, a chromatin-associated protein complex with four core subunits (Smc1a, Smc3, Rad21 and either Stag1 or 2), has a central role in cell proliferation and gene expression in metazoans. Human developmental disorders termed ‘cohesinopathies’ are characterized by germline variants of cohesin or its regulators that do not entirely eliminate cohesin function. However, it is not clear whether mutations in individual cohesin subunits have independent developmental consequences. Here, we show that zebrafish *rad21* or *stag2b* mutants independently influence embryonic tailbud development. Both mutants have altered mesoderm induction, but only homozygous or heterozygous *rad21* mutation affects cell cycle gene expression. *stag2b* mutants have narrower notochords and reduced Wnt signaling in neuromesodermal progenitors as revealed by single-cell RNA sequencing. Stimulation of Wnt signaling rescues transcription and morphology in *stag2b*, but not *rad21*, mutants. Our results suggest that mutations altering the quantity versus composition of cohesin have independent developmental consequences, with implications for the understanding and management of cohesinopathies.

## INTRODUCTION

Cohesin is a multiprotein ring-shaped complex that is highly conserved from yeast to humans. The vertebrate mitotic cohesin ring consists of two structural maintenance of chromosomes subunits (Smc1a and Smc3) and an α-kleisin subunit, Rad21 (Huis in ’t Veld et al., 2014; Nasmyth and Haering, 2009). In vertebrates, Rad21 interacts with either one of two Stromalin subunits, Stag1 or Stag2, and collectively these subunits are necessary for the association of cohesin with DNA (Dorsett and Strom, 2012; Gruber et al., 2003; Horsfield et al., 2012). Additionally, Nipbl and Wapl modulate the residence of cohesin on chromatin: Nipbl facilitates loading of cohesin onto DNA (Ciosk et al., 2000), whereas Wapl facilitates its release (Kueng et al., 2006).

Cohesin is best known for its role in physically linking replicated sister chromatids to ensure the accurate transmission of genetic material to daughter cells during cell division (Nasmyth and Haering, 2009). In addition to mediating sister chromatin cohesion, the cohesin complex also functions to repair DNA double-strand breaks (Hou et al., 2022; Sjögren and Nasmyth, 2001; Watrin and Peters, 2006). Loss of functional cohesin results in mitotic arrest and cell death (Cukrov et al., 2018; Horsfield et al., 2007; Percival et al., 2015). Only a small fraction of cohesin is necessary for sister chromatid cohesion (Gerlich et al., 2006), suggesting that the observed high levels of cohesin in certain non-dividing cell types has important non-cell-cycle functions.

Cohesin also functions in 3D genome organization and the regulation of gene expression (Ball et al., 2014; Cuadrado and Losada, 2020; Dorsett and Strom, 2012; Horsfield, 2023; Nishiyama, 2019; Zhu and Wang, 2019). Loop extrusion activity by cohesin organizes DNA into topologically associated domains (TADs) that constrain the regulation of gene expression (Davidson et al., 2019; Fudenberg et al., 2016; Hnisz et al., 2016; Krijger and de Laat, 2016; Sanborn et al., 2015). The CCCTC-binding factor CTCF acts as a barrier to cohesin and limits loop extrusion between convergent CTCF sites (Mayerova et al., 2020; Rao et al., 2014), leading to the overlap of cohesin and CTCF at TAD boundaries (Dixon et al., 2012; Parelho et al., 2008; Rao et al., 2014; Wendt et al., 2008). In addition, cohesin has gene regulatory functions that are independent of CTCF (Meier et al., 2018; Schmidt et al., 2010). Sites bound by cohesin but not CTCF are frequent at tissue-specific enhancers and promoters (Kagey et al., 2010). Intra-TAD loops formed by cohesin can regulate transcription by mediating enhancer–promoter contacts (Marsman and Horsfield, 2012; Ochi et al., 2020). However, only a subset of enhancer–promoter contacts and DNA-looping events appear to depend on cohesin (Friman et al., 2023; Goel et al., 2023; Kane et al., 2022).

Germline cohesin insufficiency gives rise to a spectrum of multifactorial developmental disorders collectively known as ‘cohesinopathies’ (Ball et al., 2014; Horsfield et al., 2012). Typically, cohesinopathies result from heterozygous variants in cohesin subunits or their regulators (Horsfield et al., 2012). Cohesinopathies are associated with developmental delay, a diverse range of developmental anomalies, and intellectual disability (Piché et al., 2019). The best known cohesinopathy is Cornelia de Lange syndrome (CdLS; MIM #122470), a multisystem disorder encompassing delayed growth, neurological and intellectual dysfunction, limb abnormalities and gastrointestinal defects (Ireland et al., 1993; Jackson et al., 1993; Liu et al., 2009; Opitz and Reynolds, 1985). Well over half of CdLS cases are caused by genetic changes to *NIPBL* (Krantz et al., 2004; Tonkin et al., 2004), with changes to other cohesin-associated proteins found in a smaller subset of individuals with overlapping phenotypes. The specific presentation of CdLS varies according to the cohesin-associated protein affected by genetic changes (Cheung and Upton, 2015; Deardorff et al., 2020).

*RAD21* (MIM #606462) is among the five extensively studied genes associated with CdLS (Deardorff et al., 2012a, 2007; Krantz et al., 2004). Individuals with damaging genetic variants in *RAD21* display growth retardation, minor skeletal anomalies, and facial features that overlap with CdLS, but lack severe intellectual disabilities (Deardorff et al., 2012b). Variants of *RAD21* are also linked with Mungan Syndrome (MIM #611376) (Mungan et al., 2003), sclerocornea (Zhang et al., 2019) and holoprosencephaly (Kruszka et al., 2019). Most *RAD21* variants associated with cohesinopathy are truncations, missense mutations or in-frame deletions that are predicted to interrupt the interaction between RAD21 and SMC1A, SMC3 or STAG1/2 (Cheng et al., 2020; Krab et al., 2020). RAD21 physically bridges the SMC1A/SMC3 heads and facilitates the cohesin-loading process, likely by controlling the amount that complexes with DNA (Sun et al., 2023). Therefore, RAD21 abundance has the potential to directly modulate the quantity of cohesin complexes on DNA and its mutation or deficiency would result in a reduction in cohesin dose. Interestingly, the RAD21 protein must be intact for stable cohesin binding and looping at CTCF-CTCF sites, and must be present, but not necessarily intact, for looped contacts inside of CTCF domains (Liu and Dekker, 2022). Further supporting evidence suggests that the cohesion and loop-extrusion activities of cohesin can be separated experimentally and that cohesin uses distinct mechanisms to perform these two functions (Nagasaka et al., 2023).

Individuals with STAG2 deficiency also display features of cohesinopathies (Cratsenberg et al., 2021; Kruszka et al., 2019; Mullegama et al., 2017, 2019; Soardi et al., 2017). Loss-of-function variants in *STAG2* on the X chromosome are associated with Mullegama–Klein–Martinez syndrome (MKMS; MIM #301022) in females, but only missense variants are tolerated in males (Freyberger et al., 2021). Exome sequencing further established *STAG1* and *STAG2* variants in individuals with cohesinopathy phenotypes as loss of function (Yuan et al., 2019), and, recently, loss-of-function variants of *STAG2* have been categorized as X-linked cohesinopathies with features of CdLS (Mullegama et al., 2017; Soardi et al., 2017). For example, an individual with a mosaic *STAG2* variant was described to have developmental delay, microcephaly, and hemihypotrophy of the right side (Schmidt et al., 2022). A distinctive cohesinopathy involving Xq25 microduplication that exclusively affects *STAG2* gives rise to moderate intellectual disability, speech delay and facial dysmorphism (Gokce-Samar et al., 2022). Additionally, some cases exhibit structural brain malformations consistent with holoprosencephaly (Cratsenberg et al., 2021; Kruszka et al., 2019; Mullegama et al., 2017; Soardi et al., 2017). Several molecular studies show that STAG1 and STAG2 paralogs have distinct roles in 3D genome organization, but overlapping roles in the cell cycle (Cheng et al., 2022; Cuadrado and Losada, 2020; Kojic et al., 2018; Porter et al., 2023; Remeseiro et al., 2012; Viny et al., 2019). Moreover, STAG subunits can be detected at specific locations on DNA independently of the rest of the cohesin complex (Pherson et al., 2019; Porter et al., 2023). Deficiency in STAG2 leads to the upregulation of STAG1 and the substitution of STAG1 for STAG2 in the cohesin complex such that *STAG2* mutation leads to altered cohesin composition (Adane et al., 2021; Bailey et al., 2021).

Dysregulated expression of multiple genes downstream of cohesin deficiency is thought to be the predominant cause of cohesinopathies (Dorsett and Krantz, 2009; Horsfield et al., 2007; Liu and Krantz, 2008; McNairn and Gerton, 2008; Muto et al., 2011). Because human cohesinopathies with different genetic causes present with diverse phenotypes, it is possible that cohesin subunits independently modulate the transcription function of cohesin during development. This idea has not yet been tested in the early embryo when the developmental changes in cohesinopathies are determined. In this study, we compare the transcriptional and developmental consequences of depleting Rad21 with those induced by depletion of Stag2. Rad21 controls cohesin quantity on DNA (Sun et al., 2023), whereas Stag2 is thought to bind DNA independently and locate cohesin to enhancers (Kojic et al., 2018; Pherson et al., 2019; Porter et al., 2023). Therefore, we expect *stag2* mutants to interfere with cohesin's gene expression functions without interfering with the cell cycle. Because *stag1b* and *stag2b* mutants are viable (Ketharnathan et al., 2020) and the effects of *rad21* deficiency are dose dependent (Schuster et al., 2015), zebrafish offer a unique opportunity to investigate how cohesin complex quantity, versus cohesin complex composition, affects cell fate decisions in the early embryo (Muto and Schilling, 2017). To explore this question, we focused on the tailbud as a stem cell model.

The tailbud, located at the posterior end of the developing embryo, contains two populations of bipotent stem cells known as neuromesodermal progenitors (NMPs) and midline progenitor cells (MPCs) (Row et al., 2016; Steventon and Martin, 2022). These cells continuously divide and differentiate into neuroectoderm and mesoderm by activating cell type-specific transcription. By analyzing *rad21* heterozygous and homozygous mutants (reflecting cohesin dose) and *stag2b* mutants (reflecting cohesin type), we compare how the amount and composition of the cohesin complex affect transcription in tailbud cells. We find that, although *rad21* heterozygous mutants are viable and fertile, they exhibit altered expression of thousands of genes in the tailbud, including cell cycle regulators, demonstrating that decreased cohesin dose affects both cell cycle and gene expression. In contrast, cell cycle gene expression is largely unaffected in *stag2b* homozygous mutants, which are also viable and fertile. However, *stag2b* mutants show a unique narrowing of the midline mesodermal domain that forms the notochord.

Therefore, although both *rad21* and *stag2* cohesin mutants show deficiencies in mesoderm derived from NMPs and MPCs, the underlying molecular mechanisms are remarkably dissimilar. Rad21 deficiency blocks NMP differentiation leading to lack of mesodermal derivatives, whereas loss of *stag2* causes NMPs to downregulate Wnt signaling leading to epithelial-to-mesenchymal transition (EMT) defects. Changes in phenotype and gene expression unique to *stag2* mutants are rescued by stimulation of Wnt signaling by Gsk3 inhibition, to which Rad21-deficient embryos are impervious.

## RESULTS

### Combined loss of zebrafish Stag1b and Stag2b phenocopies the null cohesin mutation *rad21*

Zebrafish have four Stag paralogs: Stag1a, Stag1b, Stag2a and Stag2b. Individual *stag* mutant lines (except *stag2a*) were previously generated and are homozygous viable (Ketharnathan et al., 2020). To determine which paralogs are crucial for zebrafish development, we analyzed the consequences of combining *stag1a* and *stag2b* as well as *stag1b* and *stag2b* mutants.

*stag1b^−/−^*; *stag2b^−/−^* double-mutant embryos were developmentally delayed compared with wild type, and by ∼48 h post-fertilization (hpf), mutant embryos had arrested development presenting with small heads, pericardial edema, upward-bending tails, and no blood circulation (Fig. 1B compared with 1A). This phenotype resembles that of *rad21^−/−^* mutant embryos, which die as a result of mitotic catastrophe (Fig. 1C) (Horsfield et al., 2007). In contrast, *stag1a^−/−^*; *stag2b^−/−^* embryos developed normally and were homozygous viable and fertile, although a small proportion (∼5%) of *stag1a^−/−^*; *stag2b^−/−^* embryos displayed hemorrhaging above the notochord at 48 hpf (Fig. S1A).

**Fig. 1.**
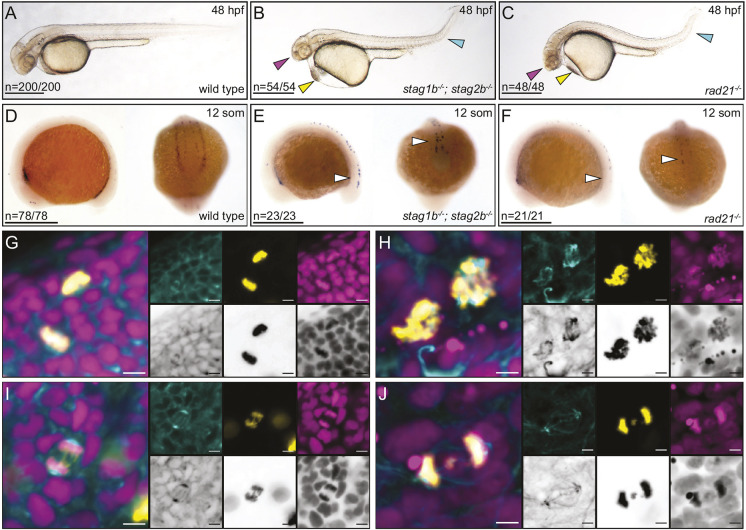
**Combined loss of zebrafish Stag1b and Stag2b phenocopies the null cohesin mutation *rad21*.** (A-C) Lateral views of representative wild-type (A), *stag1b*^−/−^; *stag2b*^−/−^ (B) and *rad21*^−/−^ (C) embryos at 48 h post-fertilization (hpf). Arrowheads indicate developmental anomalies: magenta for a small head, yellow for pericardial edema, and cyan for a kinked tail. (D-F) Expression of *runx1* at 12 somites in wild-type (D), *stag1b*^−/−^; *stag2b*^−/−^ (E) and *rad21*^−/−^ (F) embryos. Lateral and posterior views are shown. White arrowheads indicate the loss of *runx1* expression in PLM. The numbers in the lower left-hand corners of A-F indicate the number of embryos with similar expression patterns. (G-J) Confocal images of cell cycle progression in wild-type (G,I) and *stag1b^−/−^*; *stag2b^−/−^* (H,J) embryos at 48 hpf stained with anti-α-tubulin (cyan; main panel and left-hand insets), anti-phH3 (yellow; main panel and middle insets) antibodies and Hoechst (magenta; main panel and right-hand insets). Images are maximum intensity projections of three (0.15 μm) optical sections taken from the tail region of 48 hpf embryos. Scale bars: 500 μm (A-F); 5 μm (G-J).

The gene encoding the hematopoietic and neuronal transcription factor Runx1 is expressed in the anterior lateral plate mesoderm (ALM), the posterior lateral plate mesoderm (PLM), and in Rohon-Beard (RB) neurons in early zebrafish development (Fig. 1D) (Kalev-Zylinska et al., 2002). Rad21 is required for *runx1* expression in the PLM (Horsfield et al., 2007). We previously found that *runx1* expression is normal in individual *stag* mutants (Ketharnathan et al., 2020). However, we observed loss of *runx1* expression in the PLM of the *stag1b^−/−^*; *stag2b^−/−^* embryos and retained *runx1* expression in the ALM and RB neurons (Fig. 1E). This resembles changes in *runx1* expression in the *rad21^−/−^* mutant (Fig. 1F) (Horsfield et al., 2007), and is consistent with a requirement for an intact cohesin complex for *runx1* expression in the PLM. In contrast, *runx1* expression was normal in *stag1a^−/−^*; *stag2b^−/−^* embryos (Fig. S1B).

We next examined the morphology of mitotic cells in *stag1b^−/−^*; *stag2b^−/−^* embryos at 48 hpf (Fig. 1G-J). In contrast to wild-type embryos (Fig. 1G,I), condensed chromosomes were disorganized and abnormally distributed in *stag1b^−/−^*; *stag2b^−/−^* embryos (Fig. 1H). Lagging chromosomes failed to properly separate during anaphase, resulting in some chromosomes remaining in cell centers (Fig. 1J). These findings suggest that cells in *stag1b^−/−^*; *stag2b^−/−^* mutants lack functional cohesin by 48 hpf, leading to a mitotic blockade. Individual *stag* mutants (Ketharnathan et al., 2020) as well as the *stag1a^−/−^; stag2b^−/−^* double mutant, are homozygous viable. However, loss of both *stag1b* and *stag2b* is embryonic lethal and phenocopies the previously described *rad21^−/−^* mutant (Horsfield et al., 2007). Our results suggest that loss of Stag1b and Stag2b cannot be compensated for by Stag1a and Stag2a proteins in zebrafish.

### Cell division proceeds normally in early stage cohesin mutant embryos

Loss of cohesin in *rad21^−/−^* homozygotes or *stag1b^−/−^*; *stag2b^−/−^* double mutants has different effects on *runx1* expression compared with viable mutations in *stag* genes. Therefore, we were curious to know whether cell cycle effects due to cohesin deficiency could be responsible for gene expression changes, including *runx1.* Mitotic catastrophe occurs in embryos lacking functional cohesin at 48 hpf (Fig. 1H,J) (Horsfield et al., 2007). However, 16-somite *rad21^−/−^* homozygotes have sufficient maternally deposited cohesin to continue growth for another 24 h (Horsfield et al., 2007). We chose to compare cell cycle progression in *stag2b^−/−^* homozygotes with *rad21^−/−^* homozygotes and heterozygotes to determine whether these mutants exhibit altered cell cycle progression during early embryogenesis, the stage when *runx1* expression is disrupted.

Using bromodeoxyuridine (BrdU) incorporation to mark S phase and phosphorylated histone H3 (phH_3_) staining to mark G2/M cells, we found that S phase proceeds normally in cohesin mutants (Fig. 2A-F). Moreover, the presence of cells double positive for BrdU and phH_3_ indicated that cells progressed from S to M phase in cohesin mutant tailbuds (Fig. 2D-F). Flow cytometry showed no significant differences in the proportions of cells in G1 (2n), S (2-4n) and G2/M (4n) phases between cohesin-deficient tailbuds and wild-type controls (Fig. 2G, Fig. S2) with the exception of *rad21^−/−^* embryos, which had significantly reduced numbers of cells in S phase (Fig. S2F; *P*=0.0317 Mann–Whitney *U*-test). We conclude that cell division proceeds essentially normally, although *rad21^−/−^* embryos had slightly reduced numbers of cells in S phase. This is consistent with previous findings that, even when cohesin complex quantity is substantially reduced, there remains sufficient cohesin to progress through the cell cycle during early embryogenesis (Horsfield et al., 2007; Schuster et al., 2015).

**Fig. 2.**
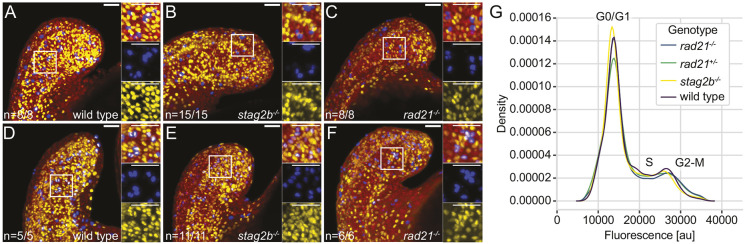
**The cell cycle is not blocked in cohesin mutants at the 16-somite stage.** (A-F) Confocal images showing S phase and M phase in wild-type (A,D), *stag2b*^−/−^ (B,E) and *rad21*^−/−^ (C,F) tailbuds at ∼16 hpf. S phases are detected with anti-BrdU (yellow) and M phases with anti-phH3 (blue) antibodies; nuclei are stained with Hoechst (red). BrdU incorporation was measured after incubation for 30 min (A-C) or 2 h (D-F). Insets show high-magnification images of the boxed areas. Images are maximum intensity projections of 33 (4.8 μm) optical sections. The numbers in the lower left-hand corners indicate the number of embryos with similar staining patterns. Scale bars: 40 μm. (G) Density plot (*y*-axis) showing the average signal of three replicates per genotype over fluorescence signal (DNA stain DRAQ5, *x*-axis; au, artificial units).

### Cohesin complex quantity and composition affect tailbud gene transcription differently

The zebrafish embryonic tailbud contains NMPs and MPCs as well as their neural and mesodermal derivatives (Fig. 3A) and therefore represents an ideal model in which to study changes in developmental gene transcription and cell fate decisions. Because Stag2 (rather than Stag1) is most likely to be involved in tissue-specific gene transcription (Casa et al., 2020; Cuadrado and Losada, 2020; Kojic et al., 2018; Viny et al., 2019), we compared *stag2b* homozygous mutants with *rad21* homozygotes and heterozygotes to determine how the type of cohesin subunit mutation affects transcription in tailbuds. 

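The authors' counts covered 32057 genes in 16 untreated libraries, with 4 pools each of WIK wild type, *rad21-/-*, *rad21+/-* and *stag2b-/-*. Embryos of the *rad21* line were sorted by genotyping each head, and libraries were prepared from poly(A) RNA with a stranded kit. The authors trimmed the reads with Cutadapt, aligned them to GRCz11 with HISAT2 and counted fragments per gene with featureCounts. The median library total was 64281722 counted fragments in wild type and 45879617 in *rad21-/-*. The smallest of the 16 libraries held 39340849 fragments (*stag2b-/-*) and the largest 84208700 (wild type). Scaling factors from the trimmed mean of M values lay between 0.874 and 1.06. A filter on low counts left 20677 genes, and edgeR's quasi-likelihood model was fitted to the 16 libraries together at a 5% false discovery rate (FDR). To measure what this fit could find, counts were simulated with the means and spread of the real ones and 200 genes changed by 1 log2 unit. The test recovered 78% of them in the *rad21-/-* comparison and 80% in the *stag2b-/-* comparison, with 6 and 11 false calls. Between replicate pools the spread of counts exceeded counting noise, with a chi-square per gene of 24.9 to 193 between replicates of the untreated groups, where counting noise alone gives 1. The range was 75.8 to 193 in wild type, 24.9 to 52.8 in *rad21-/-*, 37.2 to 99.4 in *rad21+/-* and 35.4 to 105 in *stag2b-/-*. Wild type also had the highest median library total of these 4 groups, and depth was not separated from spread. The fit takes 1 dispersion per gene for all groups, so it does not model a difference in spread between them. Levels below are CPM, given as mean ± SD over 4 pools.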

We performed bulk RNA sequencing (RNA-seq) on four pools of 80 excised tailbuds from wild-type, *rad21^−/−^*, *rad21^+/−^* and *stag2b^−/−^* embryos stage-matched at 16 somites. Principal component analysis (PCA) separated samples into distinct groups based on their genotype (Fig. 3B). 

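For the components, the 500 genes of highest variance over the 16 libraries were taken after DESeq2's variance-stabilizing transformation. Each pair of genotypes was separated without overlap of pools on at least 1 of the first 2 axes.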

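PC1 took 61.2% of the variance of the 500 genes. Scores on it ran from 16.1 to 17.8 in *rad21-/-* and from 13.0 to 15.3 in *rad21+/-*. Wild-type pools scored between −17.8 and −10.7, and *stag2b-/-* pools between −18.1 and −15.8. Taking all genes that passed the filter in place of the 500 moved this share most, to 42.3%.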

PC1 accounts for 61% of the variance and separated samples into two groups: homozygous and heterozygous *rad21* mutants versus wild type and *stag2b^−/−^* mutants. PC2 accounts for an additional 11% of the variance and separated *rad21* homozygotes from heterozygotes, and *stag2b* mutants from wild type.

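The share of PC2 was 11.1%. Pools of *rad21-/-* scored 1.6 to 6.7 on it and pools of *rad21+/-* −6.4 to −0.4. Scores of *stag2b-/-* pools ran from 1.7 to 11.1, above the wild-type range of −13 to −0.3.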

**Fig. 3.**
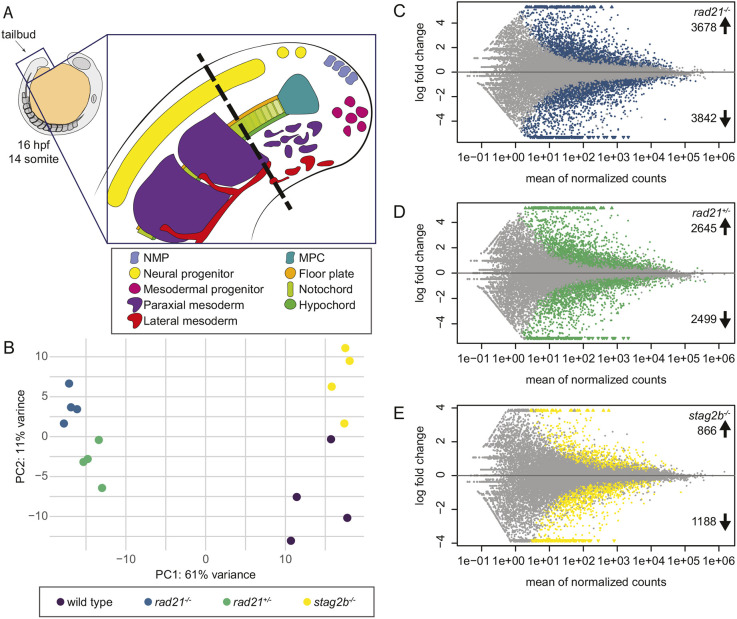
**Bulk RNA-seq analyses of Rad21- and Stag2b-deficient tailbuds.** (A) Schematic of progenitor cells and specialized tissues in the zebrafish tailbud. The zebrafish tailbud consists of two pools of bipotent progenitors: neuromesodermal progenitors (NMPs) and midline progenitor cells (MPCs). The dashed line shows the location of tailbud excision for RNA-seq. (B) Principal component analysis of gene expression in wild-type and cohesin-deficient tailbuds at the 16-somite stage. Genotypes are distinguished by color: wild-type samples are displayed in purple, *rad21^−/−^* in blue, *rad21^+/−^* in green, and *stag2b^−/−^* in yellow. (C-E) MA [M (log ratio) and A (mean average) scales] plots displaying changes in gene expression in *rad21^−/−^* (C), *rad21^+/−^* (D) and *stag2b^−/−^* (E) compared with wild-type tailbuds. Each dot represents a gene, with colored dots indicating those with significant (5% FDR) changes in expression; 7520 genes were dysregulated in *rad21*^−/−^ tailbuds (3678 up- and 3842 downregulated), and 5144 genes were dysregulated in *rad21^+/−^* tailbuds (2645 up- and 2499 downregulated). In contrast, *stag2b^−/−^* tailbuds had substantially fewer dysregulated genes (2054: 866 up- and 1188 downregulated).

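Genes were ranked among those at 5% FDR with an average log2 CPM of at least 1 and no overlap between mutant and wild-type pools. The largest decrease in *rad21-/-* was that of *junbb*, from 44.6 ± 9.60 CPM in wild type to 0.0561 ± 0.0442 CPM (SD, n = 4). Its log2 fold change was −9.55 (standard error 0.39, adjusted p = 2.3e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *rad21+/-*, *junbb* fell by 8.30 on the log2 scale (standard error 0.35, adjusted p = 4.4e-11 from the same test). *pdlim3a* fell from 31.4 ± 15.3 CPM to 0.0751 ± 0.0417 in *rad21-/-* and 0.0789 ± 0.0428 in *rad21+/-* (log2 fold changes −8.70 and −8.67). *csrp1b* in *rad21-/-* (−8.38) and *si:dkey-23k10.3* in *rad21+/-* (−7.61) completed the 3 largest decreases, again without overlap of pools.

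Among increases, *zgc:198329* rose from 0.0626 ± 0.0498 CPM to 10.8 ± 2.84 in *rad21-/-* and 13.9 ± 3.53 in *rad21+/-*. Its log2 fold changes were 7.49 and 7.85 (standard errors 0.40 and 0.40). ENSDARG00000108525 was counted 3 times over the 4 wild-type libraries and stood at 6.66 ± 1.36 CPM in *rad21-/-* and 5.24 ± 1.39 in *rad21+/-*. *GGACT* (ENSDARG00000038248) was counted 2 times in wild type and reached 4.89 ± 5.10 CPM in *rad21-/-*. This gene overlaps another of the same name on the same strand, so fragments shared by the 2 were not counted.

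In *stag2b-/-* the largest increases were those of *si:ch211-202h14.1* (log2 fold change 5.34, standard error 0.36), *agt* (4.98, standard error 0.54) and *si:dkey-162h11.2* (4.59, standard error 0.45). The largest decreases were those of ENSDARG00000078938 (−7.79, standard error 0.71), ENSDARG00000106357 (−7.06, adjusted p = 1.3e-04 from edgeR's quasi-likelihood test) and *krt94* (−5.48, standard error 0.63). ENSDARG00000106357 stood at 2.25 ± 1.63 CPM in wild type and was counted 3 times over the *stag2b-/-* libraries. Wild-type pools varied in the other 2 as well, with 12.5 ± 8.51 CPM for ENSDARG00000078938 and 13.6 ± 10.8 CPM for *krt94* (SD, n = 4).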

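The mutated gene *rad21a* stood at 784 ± 70.8 CPM in wild type, 53.9 ± 8.52 in *rad21-/-* and 378 ± 31.2 in *rad21+/-* (SD, n = 4). Its log2 fold change was −3.86 in *rad21-/-* (standard error 0.13, adjusted p = 2.7e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *rad21+/-* it was −1.05 (standard error 0.11, adjusted p = 3.2e-06 from the same test), and in both genotypes every mutant pool lay below every wild-type pool. *smc3* changed by −0.08 in *rad21-/-* (standard error 0.09, adjusted p = 0.55 from the same test). *smc1al* fell by 0.26 in *rad21-/-* (standard error 0.09, adjusted p = 0.031 from the same test) with overlapping pools. That call rested on single libraries, as the adjusted p was 0.13 without *rad21-/-* replicate 3 and 0.064 without the filter on low counts. In *rad21+/-* the change of *smc1al* was −0.23 (adjusted p = 0.068 from the same test, 0.036 from DESeq2's Wald test).

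Of the *stag* genes, *stag1a* rose by 1.18 in *rad21-/-* (standard error 0.17, adjusted p = 4.1e-05 from edgeR's quasi-likelihood test). *stag1b* rose by 0.45 (standard error 0.09, adjusted p = 0.0013 from the same test), and for both genes no mutant pool overlapped a wild-type pool. *stag2b* rose by 0.28 (standard error 0.09, adjusted p = 0.027 from the same test), with overlap of pools and an adjusted p of 0.10 without *rad21-/-* replicate 2. *stag2a* changed by 0.06 (standard error 0.08, adjusted p = 0.64 from the same test).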

Normalized transcript counts of the cohesin subunits in the different genotypes showed that *rad21* mutation is associated with reduced transcript counts of the other cohesin core subunits, *smc1a* and *smc3*, and increased transcript counts of *stag* subunits. In contrast, transcription of core subunits was unaffected or increased in *stag2b* mutants, and *stag1b* transcript counts increased (Fig. S3). These findings are consistent with the idea that *rad21* mutation reduces cohesin quantity, whereas *stag2b* mutation alters cohesin composition. 

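*stag2b* transcripts themselves fell from 188 ± 22.2 to 165 ± 7.78 CPM in *stag2b-/-*, a log2 fold change of −0.20 (standard error 0.09, adjusted p = 0.22 from edgeR's quasi-likelihood test). The core subunits did not pass 5% FDR, with changes of −0.11 for *rad21a*, 0.07 for *smc3* and −0.08 for *smc1al* (adjusted p = 0.65, 0.71 and 0.68 from the same test). *stag1b* rose by 0.29 (standard error 0.09, adjusted p = 0.077 from the same test). It passed 5% FDR under DESeq2's Wald test (adjusted p = 0.033) and with all 32 libraries in the fit (adjusted p = 0.0094 from edgeR).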

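Among the 4 *stag* genes, *stag2b* had the highest counts in every genotype, at 228 ± 16.7 CPM in *rad21-/-* and 223 ± 9.00 in *rad21+/-* (SD, n = 4). CPM is not divided by gene length, and the exons of *stag2b* cover 6693 bp against 4970 bp for *stag1b*. The order of counts is therefore not an order of transcript numbers. *stag1b* stood at 156 ± 7.66 CPM in *rad21-/-*, 119 ± 4.12 in *rad21+/-* and 141 ± 12.6 in *stag2b-/-*. For *stag1a* the level in *rad21-/-* was 51.0 ± 5.06 CPM, against 22.6 ± 5.36 in wild type and 23.7 ± 4.73 in *stag2b-/-*.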

Differential gene expression analysis (Love et al., 2014) revealed that 7250 genes are dysregulated in *rad21* homozygotes (Fig. 3C), 5144 in *rad21* heterozygotes (Fig. 3D) and 2054 in *stag2b* homozygotes (Fig. 3E). 

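With edgeR's quasi-likelihood test at 5% FDR, 6730 genes changed in *rad21-/-* (3267 higher, 3463 lower), 4247 in *rad21+/-* (2230 higher, 2017 lower) and 1300 in *stag2b-/-* (498 higher, 802 lower). Comparing *rad21-/-* with *rad21+/-* directly gave 1099 genes. DESeq2's Wald test gave 7522, 5148 and 2044 genes for the 3 mutants and included 6713, 4239 and 1300 of those called by edgeR. The number in *stag2b-/-* moved most with the libraries used: 2480 with all 32 libraries in the fit, 558 with only the 8 compared, and 792 without wild-type replicate 4.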

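Of the genes at 5% FDR, 2246 in *rad21+/-* and 724 in *stag2b-/-* changed at least 2-fold, against 3230 in *rad21-/-*. At least 8-fold changes were found in 468, 121 and 554 genes. The genes called were 20.5% of those tested in *rad21+/-*, 6.3% in *stag2b-/-* and 32.5% in *rad21-/-*. Where the change in *rad21-/-* exceeded 16-fold, the median ratio of the log2 fold change in *rad21+/-* to that in *rad21-/-* was 0.96. For the smallest changes in *rad21-/-* that ratio was 0.68.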

Notably, survivable changes in cohesin dose (*rad21^+/−^*) and composition (*stag2b^−/−^*) strongly affected transcription in the tailbud, indicating that normal levels and subunit makeup of the cohesin complex are important for gene expression.

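Genes called in all 3 mutants in the same direction numbered 185 higher and 201 lower. Of those higher in *rad21+/-*, 78.3% were also higher in *rad21-/-* and 9.0% also in *stag2b-/-*. Among lower genes the same percentages were 80.7% and 11.0%. Fitting all 32 libraries moved the shared numbers most upward, to 410 and 385. They fell to 56 and 80 without replicate 4 of each genotype.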

Of the shared significantly dysregulated genes in cohesin mutant tailbuds, 311 were upregulated and 312 were downregulated in all cohesin-deficient tailbuds (Fig. S4A,B), with the highest overlap between *rad21^+/−^* and *rad21^−/−^*. Pathway enrichment analysis using Metascape (Zhou et al., 2019) showed that muscle organ development and energy metabolism were upregulated in all three genotypes, with the highest similarity between *rad21^+/−^* and *rad21^−/−^* (Fig. S4C). 

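A list of 61 skeletal muscle genes was written before the counts were opened, and 47 of them were tested. Their median log2 fold changes were 1.39 in *rad21-/-*, 0.86 in *rad21+/-* and 0.81 in *stag2b-/-*. Of the 47, 34, 14 and 4 were called higher, or 38, 16 and 18 with p adjusted over the list alone. limma's camera test ranked the list above other genes in all 3 comparisons (adjusted p = 1.1e-08, 1.1e-05 and 6.3e-06). The fry test, which takes the libraries as the sampling unit, gave adjusted p = 0.0066, 0.069 and 0.22. Metascape's terms were not used here.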

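Lower genes shared by *rad21-/-* and *stag2b-/-* alone numbered 190, against 20 shared by *rad21+/-* and *stag2b-/-* alone. A list of motile cilia genes, 89 of them tested, moved in the same pattern. Its median log2 fold change was −0.97 in *rad21-/-*, −0.57 in *stag2b-/-* and 0.06 in *rad21+/-*. Of the 89 genes, 54 were called lower and 7 higher in *rad21-/-*, 29 lower and 1 higher in *stag2b-/-*, and 7 lower and 11 higher in *rad21+/-*. Adjusted p from limma's camera test was 7.1e-13, 3.0e-15 and 0.59, and from its fry test 6.2e-05, 0.0031 and 0.73.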

Of the downregulated gene pathways, none was conserved across all three genotypes, and more pathways were shared between *stag2b^+/−^* and *rad21^−/−^* than with *rad21^+/−^*. A significant number of terms were unique to *rad21^−/−^* tailbuds, including ‘regulation of cell fate specification’, suggesting possible dysregulation of tailbud progenitor differentiation (Fig. S4D). 

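Genes called lower in *rad21-/-* alone numbered 1645, compared with 369 in *rad21+/-* alone and 391 in *stag2b-/-* alone. A call in 1 genotype and not in another does not measure a difference between them. The direct comparison of *rad21-/-* with *rad21+/-* placed 795 genes lower and 304 higher in *rad21-/-*. The annotation terms of the figure were not used here.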

Pathway enrichment analysis of significantly downregulated genes in *rad21^−/−^* tailbuds using Reactome (Yu and He, 2016) revealed 26 significantly affected pathways, with top hits associated with mitosis and DNA-damage repair (Fig. S5). 

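Reactome's own pathways were not used here, and a list of 54 core cell cycle genes written before the counts were opened stood in for them. All 52 tested genes of the list had a log2 fold change below 0 in *rad21-/-*, with a median of −0.33. edgeR's test called 30 of the 52 lower, or 38 with p adjusted over the list alone. The list ranked below other genes under limma's camera test (adjusted p = 1.6e-08) and its fry test (adjusted p = 6.2e-05).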

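Tables S1 to S3 name 217 cell cycle genes, of which 216 were tested. In *rad21-/-*, 150 of them were called lower and 37 higher by edgeR's quasi-likelihood test. Without replicate 4 of each genotype the first number was 76.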

The most affected genes were associated with cell cycle control, with 165 genes significantly downregulated in *rad21^−/−^*. 

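Of the 216 genes, 60 were called lower and 24 higher in *rad21+/-*, and 8 lower and 6 higher in *stag2b-/-*. With all 32 libraries in the fit the lower genes numbered 97 in *rad21+/-* and 17 in *stag2b-/-*. Without replicate 4 of each genotype they were 22 and 3. The core cell cycle list had a median log2 fold change of −0.17 in *rad21+/-* (adjusted p = 1.4e-04 from limma's camera test, 0.0084 from its fry test). In *stag2b-/-* its median was −0.11 (adjusted p = 0.013 from camera, 0.13 from fry).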

Although pathways involved in cell cycle control did not reach a significance threshold in other mutants, 79 cell cycle genes were significantly downregulated in *rad21^+/−^* and 13 in *stag2b^−/−^* (Tables S1-S3).

The number of shared dysregulated genes between genotypes suggests that transcriptional changes in *rad21^+/−^* mutants more closely resemble those of *rad21^−/−^* than *stag2b^−/−^* mutants (Fig. S4A-D). 

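Over 20677 genes the log2 fold changes in *rad21-/-* and *rad21+/-* had a Pearson correlation of 0.875. The correlation was 0.279 between *rad21-/-* and *stag2b-/-* and 0.219 between *rad21+/-* and *stag2b-/-*. All comparisons share the wild-type libraries, and simulated groups without any change gave a mean correlation of 0.49 from that alone (range 0.47 to 0.52 over 20 simulations). Every simulated fold change is noise, while the real ones also hold true changes. The value of 0.49 is therefore no baseline for the correlations found. When each mutant of a pair was compared with 2 wild-type libraries, genes called in both *rad21+/-* and *stag2b-/-* moved the same way in 84.3% to 86.7% with the same 2 libraries and in 58.1% to 71% with separate ones. For *rad21-/-* and *stag2b-/-* these were 88.5% to 89.8% and 68.5% to 81.2%. For *rad21-/-* and *rad21+/-* the share with separate libraries was 98.2% to 99%. Both of these genotypes are of the *rad21* line. Variants of that line that the wild-type line lacks may add to their agreement, which these comparisons cannot separate from Rad21 dose. Genes called in both *rad21* genotypes numbered 3409, with 35 in opposite directions. Those called in *rad21-/-* and *stag2b-/-* numbered 770, with 115 in opposite directions, and in *rad21+/-* and *stag2b-/-* 535, with 114.

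**Figure D1:**
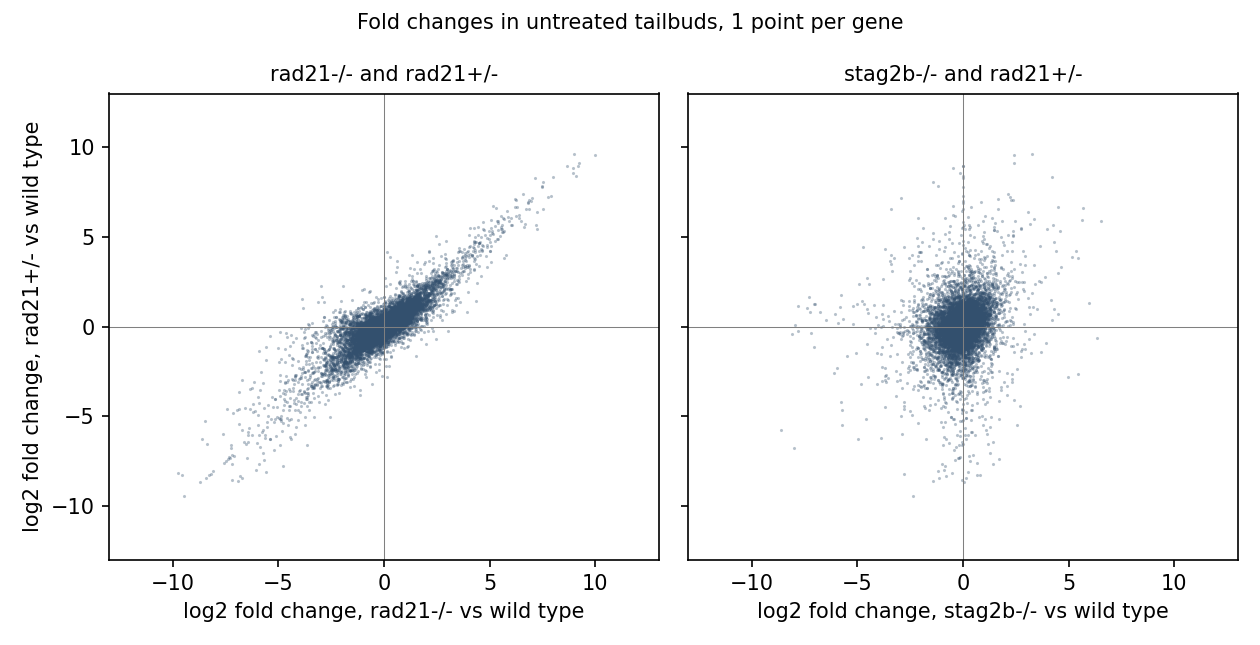
Log2 fold changes against wild type in untreated tailbuds for 20677 genes, from 1 fit to 16 libraries (4 pools per genotype). Each point is a gene. Left, *rad21-/-* and *rad21+/-*. Right, *stag2b-/-* and *rad21+/-*.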

Transcriptional changes reflect genotype rather than viability through to adulthood: *rad21^+/−^* and *stag2b^−/−^* mutants are viable and *rad21^−/−^* mutants are not. Additionally, the results suggest that, consistent with the small effect on cell cycle progression in *rad21* mutants during early embryogenesis (Fig. 2), strong transcriptional changes relate to the expression of cell cycle genes in this genotype.

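The median log2 fold change of the 216 cell cycle genes of Tables S1 to S3 was −0.38 in *rad21-/-*, −0.23 in *rad21+/-* and −0.07 in *stag2b-/-*. At any p, 169, 162 and 145 of them lay below 0. These genes were chosen by the paper for their change in the same libraries, which favours large values.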

### Subunit-specific effects of cohesin deficiency on transcription in tailbud cell populations

To assess how cohesin deficiency versus composition affects cell fate decisions in the tailbud, we used the bulk RNA-seq data to quantify the expression of genes that mark progenitor cells and their derivatives. We used *rad21^−/−^* as a genotype that represents cohesin deficiency and *stag2b*^−/−^ as a genotype that corresponds to altered cohesin composition.

Tailbud NMPs give rise to mesoderm and neuronal fates, whereas MPCs give rise to floorplate, notochord and hypochord (Fig. 3A). In *rad21^−/−^* tailbuds, genes marking NMPs were upregulated, neural genes were dysregulated (both up- and downregulated) and genes marking all mesoderm fates were downregulated, including lateral mesoderm that may not derive from NMPs (Fig. 4A). In contrast, NMP and mesoderm marker genes were more subtly affected in *stag2b^−/−^* tailbuds, with non-significant downregulation of *tbxta*, *tbxtb*, *tbx16* and *msgn1* (see Fig. S6 for additional expression data). *stag2b^−/−^* tailbuds had increased expression of genes that mark mature somites and decreased expression of genes marking lateral mesoderm (Fig. 4B).

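Of the NMP markers, *sox2* rose by 0.53 log2 units in *rad21-/-* (standard error 0.12, adjusted p = 0.0034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *hoxd13a* rose by 0.77 (standard error 0.24, adjusted p = 0.023 from the same test), a call lost without any of 4 single libraries (adjusted p = 0.070 without wild-type replicate 1). *fgf8a* moved the other way, by −0.26 (standard error 0.12, adjusted p = 0.11 from the same test). Among neural genes *sox10* rose by 0.82 and *sox1b* fell by 3.44 (adjusted p = 0.0040 and 4.4e-08 from the same test). *neurog1* fell by 0.42 (adjusted p = 0.056 from the same test, 0.048 from DESeq2's Wald test).

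All 3 mesoderm genes were lower in *rad21-/-*: *tbxtb* by 1.05, *wnt3a* by 0.73 and *tbxta* by 0.42 (adjusted p = 9.7e-05, 0.0048 and 0.016 from edgeR's test). In each of them every mutant pool lay below every wild-type pool, though *tbxta* lost its call without *rad21-/-* replicate 1 (adjusted p = 0.057). All 6 paraxial genes fell, led by *aldh1a2* (−2.38, standard error 0.21), *myod1* (−2.36, standard error 0.25) and *msgn1* (−0.92, standard error 0.17). The smallest fall was that of *myf5* (−0.53, adjusted p = 0.015 from the same test), with adjusted p = 0.065 without *rad21-/-* replicate 2. Of 11 lateral mesoderm genes 7 were called lower, among them *tal1* (−1.05, adjusted p = 2.0e-05), *dusp4* (−0.87, adjusted p = 3.4e-05) and *elmo1* (−0.55, adjusted p = 6.0e-04 from the same test).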

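*tbxtb* fell by 0.76 log2 units in *stag2b-/-* (standard error 0.16, adjusted p = 0.0083 from edgeR's quasi-likelihood test), with every mutant pool below every wild-type pool. The fall of *tbxta* was 0.39 (standard error 0.13, adjusted p = 0.073 from the same test, 0.017 with all 32 libraries in the fit). No NMP gene of 3 and no paraxial gene of 6 was called in *stag2b-/-*.

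All 13 somite genes were higher in *stag2b-/-*, and 5 of them passed 5% FDR. Of the same 13 genes 11 were called higher in *rad21-/-* and 7 in *rad21+/-*, each against the same 4 wild-type pools. The 5 genes called in *stag2b-/-* were *six1b* (1.03, adjusted p = 0.0053), *hsp90aa1.1* (0.59, adjusted p = 0.0074), *lama4* (0.85, adjusted p = 0.016), *actn3b* (0.81, adjusted p = 0.025) and *mylpfa* (3.25, adjusted p = 0.027 from the same test). DESeq2's Wald test called the other 8 as well, with adjusted p from 0.005 for *myl1* to 0.05 for *klhl41a*. In *mylpfa* 1 library decided the size of the change, as *stag2b-/-* replicate 1 stood at 13.2 CPM and the group at 4.81 ± 5.64. Without that library 2 of the 5 calls were left, and the adjusted p rose to 0.053 for *lama4*, 0.077 for *actn3b* and 0.078 for *mylpfa*. All 13 fold changes stayed above 0, and 12 kept over 0.5 of their size. Wild type with BIO stood above untreated wild type in *hsp90aa1.1* (660.8 against 378.9 CPM), *actn3b* (40.97 against 22.65), *lama4* (19.48 against 13.5) and *six1b* (3.276 against 2.389), but not in *mylpfa* (0.4092 against 0.5014).

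Of 11 lateral mesoderm genes 8 were called lower in *stag2b-/-*, led by *id3* (−0.74, adjusted p = 0.0051) and *elmo1* (−0.63, adjusted p = 0.0011 from edgeR's test). Both kept the call whichever library was left out. The other 6 (*sox17*, *s1pr1*, *vegfaa*, *vhl*, *tal1* and *dusp4*) lost it in at least 4 of 8 such fits. *dand5* fell by 1.16 with adjusted p = 0.071 from edgeR's test and 0.0092 from DESeq2's.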

**Fig. 4.**
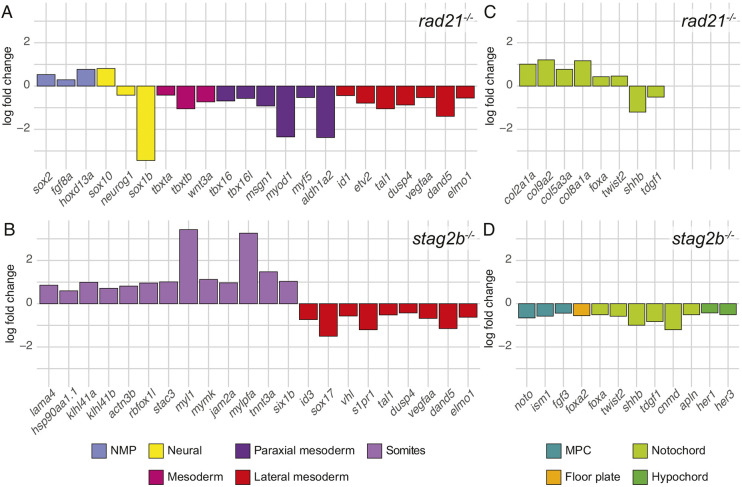
**Expression of genes that mark progenitor cells and their derivatives in *rad21* and *stag2b* homozygous mutant tailbuds.** (A-D) Bar graphs displaying log2 fold changes of significantly (5% FDR) dysregulated marker genes in *rad21^−/−^* (A,C) and *stag2b^−/−^* (B,D) tailbuds compared with wild type. The different categories of marker genes are represented by different colors as specified in the key.

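None of the 3 MPC genes passed 5% FDR in *rad21-/-*. *noto* changed by −0.35 (standard error 0.16, adjusted p = 0.098 from edgeR's quasi-likelihood test), *fgf3* by −0.21 (standard error 0.11, adjusted p = 0.15) and *ism1* by −0.10 (standard error 0.11, adjusted p = 0.50 from the same test). Without wild-type replicate 2 *noto* reached −0.46 (adjusted p = 0.033 from the same test).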

Genes that mark MPCs were expressed normally in *rad21^−/−^*. However, genes encoding notochord-specific collagens were upregulated, and some notochord markers were significantly dysregulated (Fig. 4C). In contrast, genes expressed in MPCs and midline tissues derived from MPCs were significantly downregulated in *stag2b^−/−^* tailbuds (Fig. 4D). These results suggest that *rad21* deficiency causes a block in NMP differentiation, whereas *stag2b* mutation affects either the composition of mesoderm, or mesoderm gene expression, in tailbuds. Moreover, *rad21* mutation had little effect on midline progenitors (with some effect on MPC derivatives), whereas *stag2b* mutation reduced transcription of genes expressed in MPCs and all derivatives.

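The collagen genes *col9a2*, *col8a1a*, *col2a1a* and *col5a3a* rose in *rad21-/-* by 1.21, 1.17, 1.01 and 0.77 log2 units (adjusted p = 0.0070, 3.6e-04, 0.0083 and 0.035 from edgeR's quasi-likelihood test). In each, every mutant pool lay above every wild-type pool. The call of *col5a3a* was lost in 5 of 8 fits with 1 library left out, for example without *rad21-/-* replicate 2 (adjusted p = 0.12). *foxa* rose by 0.43 (adjusted p = 0.017 from the same test, 0.067 without *rad21-/-* replicate 3). Lower were *shhb* (−1.198, adjusted p = 9.1e-04) and *tdgf1* (−0.51, adjusted p = 0.024 from the same test). The latter had adjusted p = 0.082 without *rad21-/-* replicate 1. *twist2* rose by 0.29 without passing 5% FDR (standard error 0.16, adjusted p = 0.18 from the same test).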

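*ism1*, *noto* and *fgf3* fell in *stag2b-/-* by 0.58, 0.66 and 0.44 log2 units (adjusted p = 0.0034, 0.016 and 0.017 from edgeR's quasi-likelihood test), with every mutant pool below every wild-type pool. *ism1* kept its call whichever library was left out, while *noto* lost it without wild-type replicate 4 (adjusted p = 0.060) or *stag2b-/-* replicate 3 (adjusted p = 0.051) and *fgf3* in 4 of 8 such fits. *foxa2* fell by 0.56 (standard error 0.15, adjusted p = 0.029 from the same test), with adjusted p = 0.10 without wild-type replicate 4. Of 9 notochord genes 5 were called lower: *shhb* (−0.997), *tdgf1* (−0.83), *twist2* (−0.58), *foxa* (−0.51) and *apln* (−0.51). Only *tdgf1* (adjusted p = 0.0049 from the same test) passed 5% FDR in every fit with 1 library left out. *foxa* and *apln* lie within 10 Mb of *stag2b* on chromosome 14, so a linked variant of the line is not excluded for them. *her1* fell by 0.43 (adjusted p = 0.021 from the same test, 0.092 without wild-type replicate 4). It was also called lower in *rad21-/-* (−1.01) and in *rad21+/-* (−0.38), so its fall was not specific to *stag2b-/-*.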

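From higher NMP markers beside lower mesoderm markers in *rad21-/-*, the paper proposes a block in NMP differentiation, and for *stag2b-/-* it leaves open whether the make-up of the mesoderm or the expression of its genes is changed. By edgeR's test 3 of 3 mesoderm, 6 of 6 paraxial and 7 of 11 lateral mesoderm genes were lower in *rad21-/-*. In *stag2b-/-* the same numbers were 1 of 3, 0 of 6 and 8 of 11. The mutants were each compared with wild type and not with one another, and fold changes in pooled tailbuds do not separate these 2 readings.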

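Counting the genes the paper draws as changed, 29 of 30 moved in the drawn direction in *rad21-/-* and 27 of these 30 were called at 5% FDR by edgeR. In *stag2b-/-* 32 of 32 moved in the drawn direction and 23 were called. For comparison, in *rad21+/-* 24 of the 30 genes drawn for *rad21-/-* moved the same way and 9 were called. Over 18 other settings 62 genes were followed in each mutant. The sign changed in some setting for 1 of them in *rad21-/-*, 11 in *rad21+/-* and 14 in *stag2b-/-*, and none of these was called here.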

### *rad21* and *stag2b* mutants have different tailbud phenotypes

We next investigated whether gene expression changes reflect gross developmental changes in the tailbud in *rad21* and *stag2b* mutants by imaging tailbud cell populations. NMPs are marked by *sox2* and *tbxta* co-expression (Fig. S7). MPCs, a thin band of cells at the end of the notochord, also co-express *sox2* and *tbxta*. Mesoderm progenitors express *tbxta* but not *sox2*, and differentiate into paraxial mesoderm, labeled by *tbx16* expression. *sox2* expression alone labels neural progenitors, lateral mesoderm, the floor plate, and the hypochord (Fig. 3A, Fig. S7) (Steventon and Martin, 2022). We used hybridization chain reaction (HCR) combined with fluorescence *in situ* hybridization (RNA-FISH) to visualize the distribution of *sox2*, *tbxta* and *tbx16* transcripts in cohesin-deficient tailbuds (Fig. 5).

**Fig. 5.**
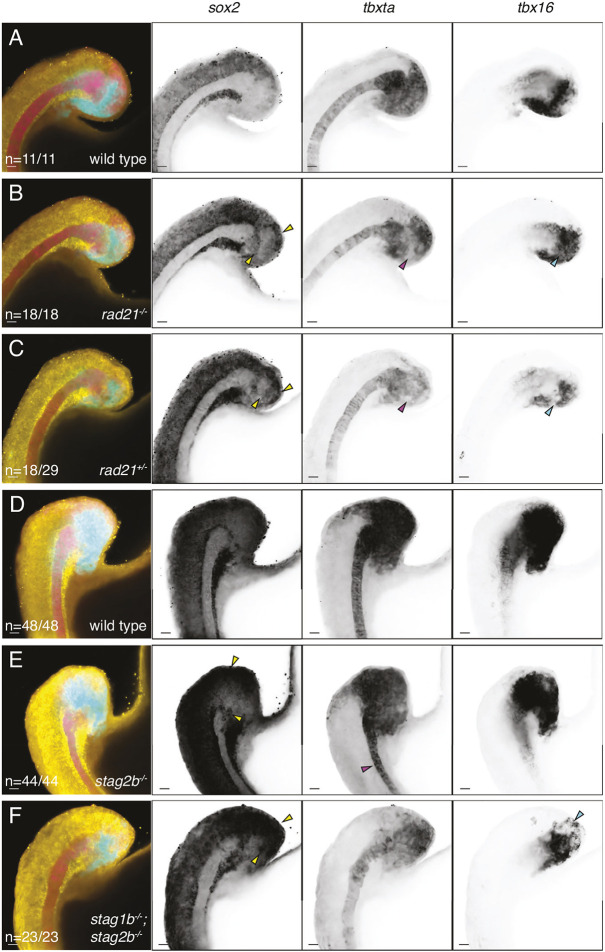
**Distribution of *sox2*, *tbxta* and *tbx16* transcripts in cohesin-deficient tailbuds.** (A-F) Wild-type (A,D), *rad21*^−/−^ (B), *rad21*^+/−^ (C), *stag2b*^−/−^ (E) and *stag1b*^−/−^; *stag2b*^−/−^ (F) zebrafish tailbuds at the 16-somite stage showing expression of *sox2* (yellow), *tbxta* (magenta) and *tbx16* (cyan). Increased *sox2* expression in the NMP region and ectopic expression of *sox2* in the mesoderm is indicated by yellow arrowheads (B,C,E,F). Pink arrowheads point to the loss of *tbxta* expression in the region of mesodermal induction (B,C) and the narrow notochord (E), and cyan arrowheads indicate a decrease in *tbx16* expression (B,C,F). Images are maximum intensity projections of three (4.8 μm) optical sections. The number of embryos with each expression pattern out of the total analyzed is noted at the bottom left of the merged panels. Scale bars: 20 μm.

In *rad21^−/−^* homozygotes (Fig. 5B compared with 5A) and in *stag1b*^−/−^; *stag2b*^−/−^ double mutants (Fig. 5F compared with 5D), *sox2* expression was expanded at the posterior wall of the tailbud, and the zone of *sox2* expression extended into mesoderm progenitors was accompanied by a reduction of *tbxta* expression in these cells. Expression of *tbx16* was restricted to a smaller area than in wild type. Approximately two-thirds of heterozygous *rad21^+/−^* embryos displayed similar expression changes, resembling homozygotes (Fig. 5C compared with 5A). Like *rad21* mutants, *stag2b^−/−^* mutants had expanded *sox2* expression in the posterior wall of the tailbud (Fig. 5E compared with 5D). However, in *stag2b^−/−^*, *tbx16* expression appeared normal, whereas the notochord, visualized by *tbxta* expression, was narrower and did not widen at the posterior end where MPCs reside. Ectopic expression of *sox2* was also observed in this region (Fig. 5E).

We measured the thickness of the notochord (as defined by *tbxta* expression) in wild-type and cohesin-deficient embryos (Fig. 6A,B) and confirmed that notochords were significantly narrower (*P*≤0.0001) in *stag2b^−/−^* embryos (Fig. 6C). In contrast, notochord width in *rad21* homozygous and heterozygous embryos was similar to that of wild type (Fig. 6C). Surprisingly, *stag1b^−/−^*; *stag2b^−/−^* double mutant embryos had notochords that were normal width (Fig. 5F, Fig. 6C). Therefore, the narrow notochord phenotype was unique to *stag2b^−/−^*, suggesting that the loss of Stag2b impacts MPC differentiation. Because the narrow notochord phenotype was absent in *rad21* mutants and *stag1b^−/−^*; *stag2b^−/−^* double mutants, complete cohesin loss is likely epistatic to the narrowed notochord in *stag2b^−/−^* mutants.

**Fig. 6.**
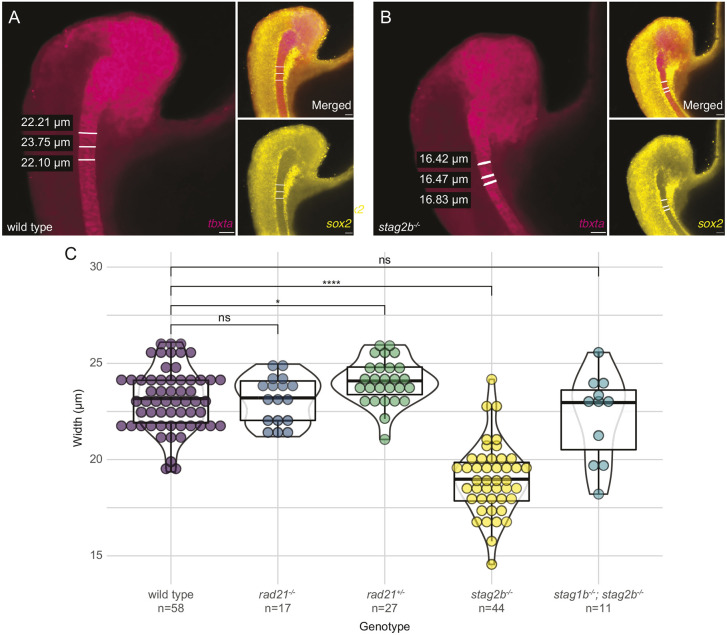
**Narrower notochords in *stag2b* mutants are rescued by additional *stag1b* mutation.** (A,B) Examples of notochord width measurement using *tbxta* expression (magenta) and absence of *sox2* expression (yellow) represented by tailbud images also shown in Fig. 5D,E. Scale bars: 20 μm. (C) Violin plots with overlaid box plots visualizing measurements of notochord width. The box plot limits indicate the interquartile range (IQR) between the first quartile (Q1) and the third quartile (Q3), the horizontal line inside the box represents the median (second quartile, Q2), and the whiskers extend to the smallest and largest values within 1.5× the IQR from Q1 and Q3, respectively, with any points outside this range considered outliers. The genotype and the number of embryos measured in each group are indicated on the *x*-axis. Significance was determined using an unpaired *t*-test: *P<0.05, ****P<0.0001. ns, not significant.

Altogether, our results indicate that different cohesin mutations have different effects on cell populations in the tailbud. Loss of cohesin quantity in *rad21* mutants and *stag1b^−/−^*; *stag2b^−/−^* double mutants caused reduction of *tbx16* and expansion of *sox2* expression, consistent with lack of mesoderm induction. In contrast, *stag2b* mutation (which alters cohesin composition) leads to a narrower notochord.

### Altered cell populations in *stag2b^−/−^* tailbuds likely result from downregulated Wnt signaling in NMPs

It is possible that altered cohesin composition through *stag2b* mutation has unique transcriptional effects on cell fate in the tailbud. We chose to investigate this possibility further using single-cell RNA-seq of *stag2b^−/−^* tailbuds compared with wild type at the 16-somite stage.

We integrated the single-cell RNA-seq datasets from wild-type and *stag2b^−/−^* tailbuds and annotated clusters representing major cell types based on their gene expression profiles (Fig. S8A). All cell types were present in both wild-type and *stag2b^−/−^* samples (Fig. 7A), with minor changes in clusters reflecting altered expression of cell type-specific markers observed in the bulk RNA-seq analysis (Fig. 4C,D). Cell numbers were in slightly different proportions for some clusters (Fig. 7B), with the biggest change being increased numbers of ‘anterior paraxial mesoderm 1’ cells in *stag2b^−/−^* tailbuds compared with wild type (Fig. 7B).

**Fig. 7.**
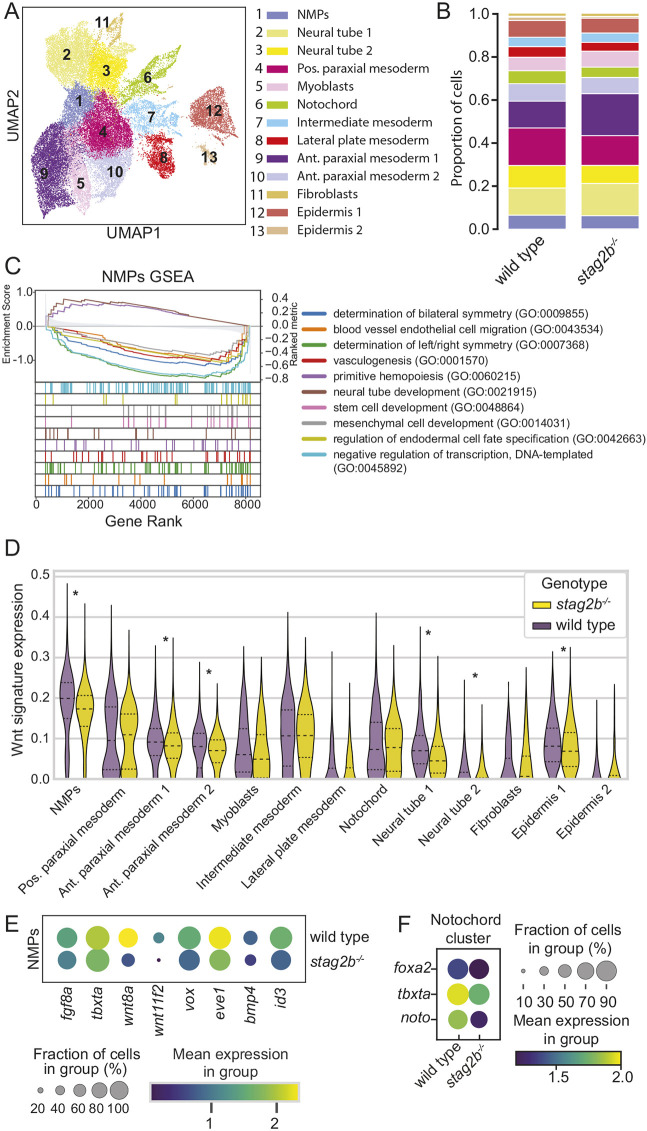
**Single-cell RNA-seq of tailbuds from embryos at the 16-somite stage shows disruption of Wnt signaling in *stag2b*^−/−^ NMPs.** (A) UMAP dimensional reduction of two integrated datasets of wild-type (15,298 cells) and *stag2b^−/−^* (21,278 cells) tailbud samples (total 36,576 cells) with clustering of the major cell types. (B) Stacked bar graph showing cell type proportions in wild type and *stag2b^−/−^*, color-coded according to the key in A. (C) Gene set enrichments for genes ranked by Z score for differential expression between wild-type and *stag2b^−/−^* NMP clusters. (D) Violin plot of Wnt gene expression signature (log-normalized) among different cell types in *stag2b^−/−^* (yellow) and wild-type (purple) embryos. Horizontal dashed lines represent 25th, 50th and 75th percentile. Wilcoxon rank-sum test with 5% FDR. *P<0.05. (E) Dot plot showing the mean expression of DEGs part of FGF, Wnt and BMP pathways in the NMP cluster in wild-type and *stag2b^−/−^* embryos. (F) Dot plot of DEGs in the notochord cluster.

Curious as to why the anterior paraxial mesoderm would separate into two clusters despite expressing the same lineage genes (Fig. S8A), we further quantified and plotted the expression of cell cycle status genes (Fig. S9A-C). This analysis showed that ‘anterior paraxial mesoderm 1’ is distinct from ‘anterior paraxial mesoderm 2’ by having more cells in G0/G1 and S phase, whereas all cells are in either G2/M (>90%) or S phase in ‘anterior paraxial mesoderm 2’ (Fig. S9D-F). In *stag2b^−/−^*, ‘anterior paraxial mesoderm 1’ cells were more likely to be in G0/G1 phase with fewer cells in S phase compared with wild type. This finding suggests that gene expression or cell population changes in *stag2b* mutants may not be entirely independent of the cell cycle.

NMPs give rise to paraxial mesoderm and to determine whether this process is disturbed in *stag2b^−/−^* embryos we performed pseudo-bulk differential gene expression and gene set enrichment analysis (GSEA) on NMPs and mesoderm clusters (Fig. S10, Table S4). GSEA showed that NMP clusters had downregulated pathways related to stem cell development (GO:0048864), mesenchymal cell development (GO:0048864) and determination of left/right symmetry (GO:0043534) (Fig. 7C, Tables S4, S5). These processes are in part positively regulated by canonical Wnt signaling.

We plotted expression levels of Wnt pathway genes across various cell types comparing genotypes (Table S6) and found significant downregulation of Wnt signatures in the NMPs and anterior paraxial mesoderm clusters (Fig. 7D, Table S7). *tbxta* and Wnt ligands (*wnt8a/ENSDARG00000052910*, *wnt8a-1/ENSDARG00000078507* and *wnt11f2*) were downregulated in the NMPs, as well as the Wnt-responsive genes *vox* and *eve1* (Fig. 7E). In addition, there was significant downregulation of *fgf8a* in NMPs, suggesting that EMT may be deficient in *stag2b^−/−^* embryos (Goto et al., 2017). We also noticed decreased expression of *bmp4* and *id3*; other studies have shown that loss of these genes skews endothelial cell fate towards paraxial mesoderm (Row et al., 2018). Together, these results suggest that decreased Wnt signaling and a diversion from endothelial to paraxial mesoderm fate could account for the increased paraxial mesoderm population in *stag2b^−/−^* embryos.

Consistent with the narrower notochord phenotype observed in *stag2b^−/−^* embryos, single-cell RNA-seq revealed altered gene expression and cell composition in the notochord cluster (Fig. 7F, Fig. S11A, Table S8). Altered GSEA pathways in *stag2b^−/−^* notochords showed upregulation of Hedgehog signaling, cell adhesion and adherens junctions pathways compared with wild type (Fig. S11B, Table S9)*.* Interestingly, we observed an increase in hypochord cells in *stag2b^−/−^* tailbuds (Fig. S11C-E, Table S8), which could be occurring at the expense of notochord. Reduced notochord and increased paraxial mesoderm cell numbers in *stag2b^−/−^* could additionally be caused by downregulation of *noto* in *stag2b^−/−^* notochords (Fig. 7F). Consistent with this idea, loss of *noto* causes a switch in cell fates from notochord to paraxial mesoderm in mouse (Yamanaka et al., 2007) and zebrafish (Halpern et al., 1995).

In summary, our results suggest that paraxial and axial midline tissue formation from the NMPs is dysregulated in *stag2b^−/−^* tailbuds. One explanation for these observed changes could be downregulation of Wnt signaling in the NMPs that give rise to these tissues.

### Wnt stimulation rescues transcription in *stag2b* but not *rad21* mutant tailbuds

We next determined whether Wnt stimulation could restore transcription in cohesin-deficient tailbuds. 

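Treated embryos of the same 4 genotypes gave 16 further libraries, again with 4 pools of 80 tailbuds per genotype. BIO was given at 2.5 µM, and the start is 4 hours post fertilization in the methods. Treated libraries held between 32464614 and 115057368 counted fragments. In untreated and treated libraries together 21385 genes passed the filter on low counts, and edgeR's quasi-likelihood model was fitted to all 32. Of 200 genes changed by 1 log2 unit in simulated counts, 84.5% were recovered for BIO in wild type, with 4 false calls. Among direct targets of Wnt signaling in treated wild type, *nkd1* rose by 0.44 log2 units, *sp5a* by 0.38 and *sp5l* by 0.28, while *dkk1b* fell by 0.86 (adjusted p = 0.0077, 0.032, 0.017 and 0.0071 from edgeR's quasi-likelihood test). The call of *sp5l* was lost without treated wild-type replicate 1 (adjusted p = 0.070). *axin2* changed by −0.08 (standard error 0.08, adjusted p = 0.55 from the same test). Of 6 direct targets 4 were called in wild type and 0 in each mutant. In *stag2b-/-* the changes were 0.21 for *sp5a*, 0 for *sp5l*, −0.01 for *axin2*, −0.03 for *lef1*, −0.16 for *nkd1* and −0.62 for *dkk1b*.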

We performed RNA-seq on tailbuds of embryos treated from shield stage to 16-somite stage with the Wnt agonist 6-bromoindirubin-3′-oxime (BIO), which is a Gsk3 inhibitor. 

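The interaction was the difference between the log2 response to BIO in a mutant and that in wild type, tested in the fit to 32 libraries. Such a contrast joins 4 group means and finds less: 61% of 200 interactions of 1 log2 unit placed in simulated *stag2b-/-* counts were recovered, with 8 false calls.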

Subsequently, we conducted interaction analysis (combined effect of genotype and treatment) (Love et al., 2014) to identify genes exhibiting differential responses to Wnt stimulation in cohesin-deficient tailbuds compared with wild type. Heatmaps were used to display clustering of the differentially responsive genes (Fig. 8A-C).

**Fig. 8.**
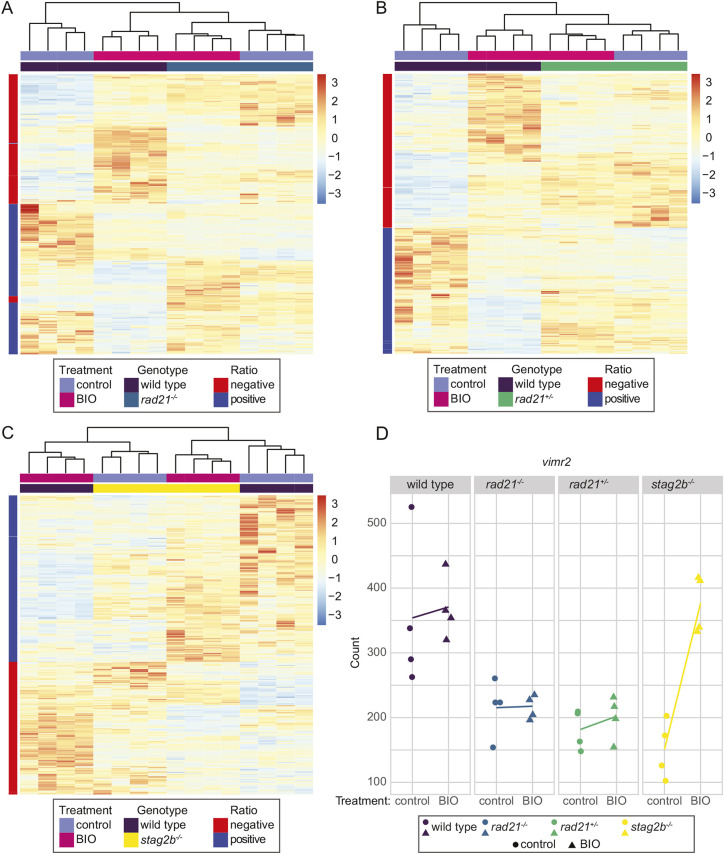
**Wnt stimulation normalizes gene expression in *stag2b*^−/−^ but not in *rad21*^−/−^ or *rad21*^+/−^ tailbuds.** (A-C) Embryos were treated from shield stage with 2.5 μM BIO, then tailbuds were collected at 16 somites. Four replicate pools of 80 tailbuds were used per condition for RNA-seq. The heatmaps display expression levels of the genes that responded differently to BIO stimulation in cohesin mutant genotypes compared with wild type as determined by an interaction analysis. Heatmaps display results from four replicates of *rad21*^−/−^ (A), *rad21*^+/−^ (B) and *stag2b*^−/−^ (C) versus wild type. Red and blue indicate upregulation and downregulation, respectively, compared with the mean expression. (D) *vimr2* expression is rescued by BIO stimulation in *stag2b*^−/−^ but not in *rad21*^−/−^ or *rad21*^+/−^. Graphs illustrate the transcript counts of *vimr2* in wild type (purple), *rad21*^−/−^ (blue), *rad21*^+/−^ (green) and *stag2b*^−/−^ (yellow). The *x*-axis indicates the treatment status, and the *y*-axis represents the normalized counts. Lines connect the means of the counts for each sample group.

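Interaction genes at 5% FDR were scaled per gene and the 16 libraries of each mutant and wild type clustered by Euclidean distance with complete linkage. For *rad21-/-* and for *rad21+/-* the first split set the 4 untreated wild-type pools apart from the other 12 libraries. Untreated and treated mutant groups lay 10.9 apart in *rad21-/-* and 9.94 in *rad21+/-*, against 23.9 and 26.3 between untreated and treated wild type. With 1 minus the Pearson correlation as the distance, the first split followed genotype in all 16 libraries for *rad21-/-* and again set untreated wild type apart for *rad21+/-*. Genes were also chosen on replicates 1 and 2 or on 3 and 4, with clusters taken on the other replicates. For *rad21-/-* the first split then followed genotype in all 8 libraries with either choice. For *rad21+/-* it followed treatment in all 8 with genes chosen on replicates 1 and 2. With genes chosen on replicates 3 and 4 it matched genotype for 5 of 8 and untreated wild type apart for 7.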

In *rad21^−/−^* and *rad21^+/−^*, the genotype had a stronger effect on clustering of differentially responsive genes than did BIO treatment. Genes identified as responding differently to BIO treatment in *rad21* mutants compared with wild type (395 in *rad21^−/−^* and 467 in *rad21^+/−^*) clustered together in the dendrograms regardless of BIO treatment (Fig. 8A,B). 

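edgeR's quasi-likelihood test found 187 interaction genes in *rad21-/-* (84 higher, 103 lower) and 195 in *rad21+/-* (91 higher, 104 lower), of which 138 and 122 were at least 2-fold. DESeq2's Wald test gave 405 and 448. Exchanging genotype labels within each treatment gave as many genes in 7 and 5 of 60 splits, the real one included. Apart from the real one, each of those exchanged numbers of libraries that differed by at least 2 between the treatments, which lets the genotype difference into the contrast. Of 21 other splits with equal numbers, a group chosen after the result was seen, 0 gave as many (highest 0 and 1). The numbers fell furthest, to 35 and 17, without replicate 2 of every group.

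*si:ch211-202h14.1* had the largest decreases, −4.26 in *rad21-/-* (standard error 0.43, adjusted p = 7.1e-07 from edgeR's quasi-likelihood test) and −3.94 in *rad21+/-* (standard error 0.43, adjusted p = 5.8e-06 from the same test), and kept both calls whichever replicate was left out. *ca2* had the largest increase in *rad21-/-* (2.69, standard error 0.55, adjusted p = 0.013 from the same test), with adjusted p = 0.20 without replicate 2. Its wild-type level was 61.3 ± 38.6 CPM untreated and 16.6 ± 1.19 with BIO. *krt94* had the largest increase in *rad21+/-* (3.12, standard error 0.62, adjusted p = 0.013 from the same test), with adjusted p = 0.14 without replicate 1. *si:ch211-220f21.2*, *si:ch211-249o11.5*, *agt* and *igfbp1a* in *rad21-/-* and *ugt1a1* and *si:zfos-754c12.1* in *rad21+/-* also lost their calls in some of these fits. *si:dkey-145c18.5* in *rad21+/-* (−2.69, standard error 0.41) kept its call in each. *si:ch211-220f21.2* and *si:zfos-754c12.1* overlap other genes on their strand, whose shared fragments were not counted.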

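Of the 187 interaction genes of *rad21-/-*, 169 responded to BIO in wild type at 5% FDR and 31 in the mutant. For the 195 of *rad21+/-* the numbers were 180 and 18. The median absolute log2 response was 1.09 in wild type and 0.288 in *rad21-/-*, and 1.08 and 0.204 for the genes of *rad21+/-*. The response was the larger in wild type for 160 and 174 genes. Untreated wild type enters the selection and the response alike, so its sampling noise adds to the wild-type response.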

Primarily, expression of these genes differed from wild type by being strongly responsive to BIO in wild type, and much less responsive to BIO with homozygous or heterozygous *rad21* mutation. In *stag2b^−/−^*, much more complex interactions were observed between the genotype and BIO treatment. 

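In *stag2b-/-* edgeR's test found 287 interaction genes (152 higher, 135 lower), of which 219 responded to BIO in wild type and 92 in *stag2b-/-*. With genotype labels exchanged, 3 of 60 splits gave as many, the real one included, and 0 of 21 others that exchanged equal numbers of libraries in both treatments (highest 35; these 21 were picked out after the result was seen). DESeq2's Wald test gave 524, and edgeR without replicate 2 of every group gave 60. Genes that responded in both genotypes in opposite directions numbered 23, against 8 for *rad21-/-* and 1 for *rad21+/-*. Median absolute responses were 0.914 in wild type and 0.400 in *stag2b-/-*. *krt94* had the largest increase (5.41, standard error 0.70, adjusted p = 1.5e-04 from edgeR's quasi-likelihood test), falling with BIO in wild type from 13.6 to 0.906 CPM and rising in *stag2b-/-* from 0.297 to 0.863. *si:ch211-214b16.2* had the largest decrease (−8.17, standard error 1.53, adjusted p = 0.0062 from the same test). It rested on 5 counts over the treated *stag2b-/-* libraries, untreated wild-type pools ran from 0 to 3.81 CPM, and adjusted p was 0.086 without replicate 1. *ugt1a1* (2.42), *lcp1* (2.36) and *dnah3* (−3.26) each lost the call without replicate 2 (adjusted p = 0.075, 0.050 and 0.057 from the same test). *si:ch211-202h14.1* had an interaction of −4.37 in *stag2b-/-* (standard error 0.43, adjusted p = 3.9e-07 from the same test).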

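Over the 287 genes the untreated *stag2b-/-* group lay 21.1 from treated wild type and 23.4 from untreated wild type. Treated *stag2b-/-* lay 19.0 from untreated wild type and 26.2 from treated wild type. The crossed grouping matched the first split for 12 of 16 libraries, as did a grouping by genotype or by treatment. With 1 minus the Pearson correlation as the distance it matched for all 16. Genes selected for an interaction favour such crossing. Distances were therefore also taken on 2 replicate numbers with genes chosen on the other 2. Untreated *stag2b-/-* then lay farther from treated than from untreated wild type, by ratios of 1.14 and 1.16 where all replicates gave 0.903. Treated *stag2b-/-* lay 22.0 from untreated and 23.5 from treated wild type with genes chosen on replicates 1 and 2, and 22.9 and 22.6 with genes chosen on replicates 3 and 4.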

In the dendrograms of genes differentially responsive to BIO (539 genes), untreated *stag2b^−/−^* gene sets clustered with BIO-treated wild type, and BIO-treated *stag2b^−/−^* gene sets clustered with untreated wild type (Fig. 8C). This suggests that there is an altered baseline of Wnt signaling in *stag2b^−/−^* and also that BIO stimulation normalizes the expression of select dysregulated genes in *stag2b^−/−^* tailbuds.

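From the crossed clustering the paper proposes an altered Wnt baseline in *stag2b-/-* and a return of selected genes with BIO. Of the 1300 genes changed in untreated *stag2b-/-*, 646 (49.7%) were still changed the same way in treated *stag2b-/-* against treated wild type. Against untreated wild type 999 (76.8%) were. For *rad21-/-* these were 4688 (69.7%) and 5331 (79.2%) of 6730, and for *rad21+/-* 2533 (59.6%) and 3326 (78.3%) of 4247. BIO moved 130 of the 1300 genes back at 5% FDR and 42 further away. Of those moved back, 116 no longer differed from untreated wild type, and 30 had an interaction. In *rad21-/-* 371 genes moved back and 165 further away, and in *rad21+/-* 168 and 32. Of those moved back, 269 in *rad21-/-* and 149 in *rad21+/-* no longer differed from untreated wild type, and 17 and 6 had an interaction. The median absolute log2 fold change of the *stag2b-/-* genes was 1.13 untreated and 0.626 for treated against treated wild type. It shrank in the other mutants too, from 0.951 to 0.703 in *rad21-/-* and from 1.06 to 0.695 in *rad21+/-*. Genes selected for their change in untreated libraries are drawn toward 0 when treated mutants are compared with treated wild type, where no library is used again. The comparison with untreated wild type uses the same 4 wild-type libraries that selected the genes, so their noise keeps genes called, and the numbers moved back share the untreated mutant libraries in the same way. The genes changed in untreated mutants were called in the fit to 16 libraries and the treated comparisons in the fit to 32, so their power differs. How much of these numbers each of these limits gives was not measured.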

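The interaction of *vimr2* in *stag2b-/-* was 1.24 log2 units (standard error 0.29, adjusted p = 0.023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was −0.07 in *rad21-/-* and 0.09 in *rad21+/-* (adjusted p = 0.96 and 0.94 from the same test). The call in *stag2b-/-* was lost without replicate 2 of each group (0.95, adjusted p = 0.22), replicate 3 (1.44, adjusted p = 0.061) or replicate 4 (1.09, adjusted p = 0.17). DESeq2's Wald test gave an adjusted p of 0.0028, and edgeR with only the 16 libraries compared gave 1.25 with 0.10.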

A notable example of a gene with expression that is rescued by BIO in *stag2b^−/−^* but not in *rad21* mutants is *vimr2*, a marker of EMT and mesoderm formation in the tailbud (Goto et al., 2017). Expression of *vimr2* was strongly downregulated in all cohesin mutant tailbuds (Fig. 8D, Fig. S12). 

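Untreated, *vimr2* fell by 0.72 log2 units in *rad21-/-* (standard error 0.25, adjusted p = 0.033), 0.96 in *rad21+/-* (standard error 0.25, adjusted p = 0.0098) and 1.24 in *stag2b-/-* (standard error 0.25, adjusted p = 0.0056 from edgeR's quasi-likelihood test). Every *rad21+/-* and *stag2b-/-* pool lay below every wild-type pool, while the *rad21-/-* pools overlapped them. The call in *rad21-/-* was lost in 5 of 8 fits with 1 library left out.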

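With BIO the level of *vimr2* was 7.24 ± 0.967 CPM in wild type, 4.18 ± 0.347 in *rad21-/-*, 3.92 ± 0.672 in *rad21+/-* and 7.31 ± 0.852 in *stag2b-/-* (SD, n = 4). Untreated levels in the same order were 6.89 ± 2.35, 4.16 ± 0.869, 3.53 ± 0.583 and 2.93 ± 0.883 CPM. BIO changed it by 1.31 log2 units in *stag2b-/-* (standard error 0.21, adjusted p = 2.7e-04 from edgeR's quasi-likelihood test). The changes were 0.07 in wild type, 0.01 in *rad21-/-* and 0.16 in *rad21+/-* (adjusted p = 0.85, 0.99 and 0.72 from the same test). Treated *stag2b-/-* differed from treated wild type by 0.01 (adjusted p = 0.98 from the same test).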

Although BIO treatment had a minimal effect on *vimr2* transcript counts in wild type and *rad21* mutants, it restored *vimr2* levels in *stag2b^−/−^* tailbuds to wild type levels (Fig. 8D). Interestingly, our single-cell RNA-seq data showed that *vimr2* is expressed in NMPs and is significantly downregulated in *stag2b^−/−^* mutants (Fig. 9). This finding raises the possibility that EMT anomalies marked by downregulated *vimr2* could be responsible for changes in mesoderm induction in *stag2b^−/−^*.

**Fig. 9.**
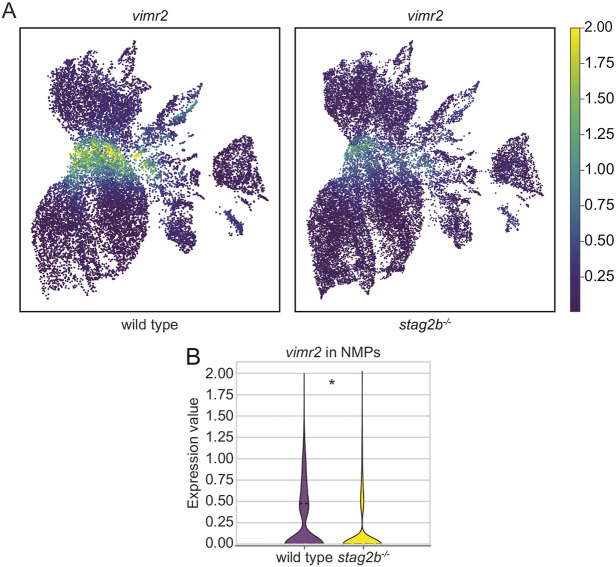
***stag2b* mutation affects *vimr2* expression in NMPs.** (A) Expression of *vimr2* in UMAP representation in wild-type and *stag2b^−/−^* tailbuds at 16 somites. (B) Violin plot showing downregulation of *vimr2* expression in the NMPs in *stag2b^−/−^*. Horizontal dashed line represents the median expression value. *P<0.005, Wilcoxon rank-sum test.

### Wnt stimulation rescues notochord width in *stag2b^−/−^* tailbuds

If BIO stimulation can restore transcription in *stag2b^−/−^* tailbuds, we reasoned that it may also rescue the narrower notochord phenotype in *stag2b^−/−^* embryos. Using HCR with probes for *sox2*, *tbxta* and *tbx16*, we quantified the thickness of the notochord (*tbxta*) in wild-type and *stag2b^−/−^* embryos both with and without BIO treatment (Fig. 10, Fig. S13). Although Wnt stimulation modestly increased notochord width in wild type (*P*≤0.01), it significantly increased the width in *stag2b^−/−^* embryos (*P*≤0.0001) (Fig. 10E). When we compared the notochord width in wild-type embryos with that in *stag2b^−/−^* embryos treated with BIO, the difference was not statistically significant. Therefore, Wnt stimulation rescues the notochord phenotype in *stag2b^−/−^* embryos.

**Fig. 10.**
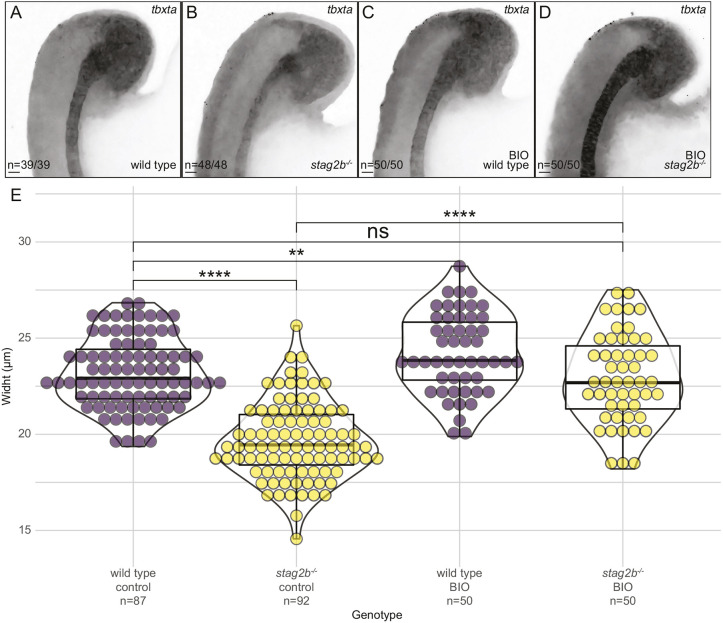
**Wnt stimulation rescues notochord width in *stag2b*^−/−^.** (A-D) Expression pattern of *tbxta* in wild-type (A,C) and *stag2b*^−/−^ (B,D) zebrafish tailbuds with (C,D) and without (A,B) Wnt stimulation (BIO). Images are maximum intensity projections of three (4.8 μm) optical sections. Scale bars: 20 μm. The number of embryos with each expression pattern out of the total analyzed is noted. (E) Violin plots with overlaid box plots visualizing measurements of notochord width. The box plot limits indicate the interquartile range (IQR) between the first quartile (Q1) and the third quartile (Q3), the horizontal line inside the box represents the median (second quartile, Q2), and the whiskers extend to the smallest and largest values within 1.5× the IQR from Q1 and Q3, respectively, with any points outside this range considered outliers. The *x*-axis indicates the genotype, treatment status and the number of embryos measured in each group. Significance was determined using an unpaired *t*-test: **P<0.01, ****P<0.0001. ns, not significant.

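BIO changed 3709 genes in wild type (1622 higher, 2087 lower), 1532 in *rad21-/-* (449 higher, 1083 lower), 775 in *rad21+/-* (281 higher, 494 lower) and 1708 in *stag2b-/-* (698 higher, 1010 lower) by edgeR's test at 5% FDR. With 1 library left out the lowest numbers were 674 in *rad21-/-* (without untreated replicate 2), 119 in *rad21+/-* (without treated replicate 1) and 849 in *stag2b-/-* (without treated replicate 3). By DESeq2's Wald test the numbers were higher in the mutants, at 2182, 1564 and 2245 in the same order. When only the 8 libraries compared were fitted, edgeR's numbers were 1603 in wild type, 1903 in *rad21-/-*, 1211 in *rad21+/-* and 930 in *stag2b-/-*. A block for the replicate number, which is not stated to mark a batch, also raised the numbers in *rad21-/-* and *rad21+/-*. Treated mutants differed from treated wild type in 7616 genes for *rad21-/-*, 4894 for *rad21+/-* and 2907 for *stag2b-/-*. Genes called for BIO in the same direction in all 4 genotypes numbered 124.

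**Figure D2:**
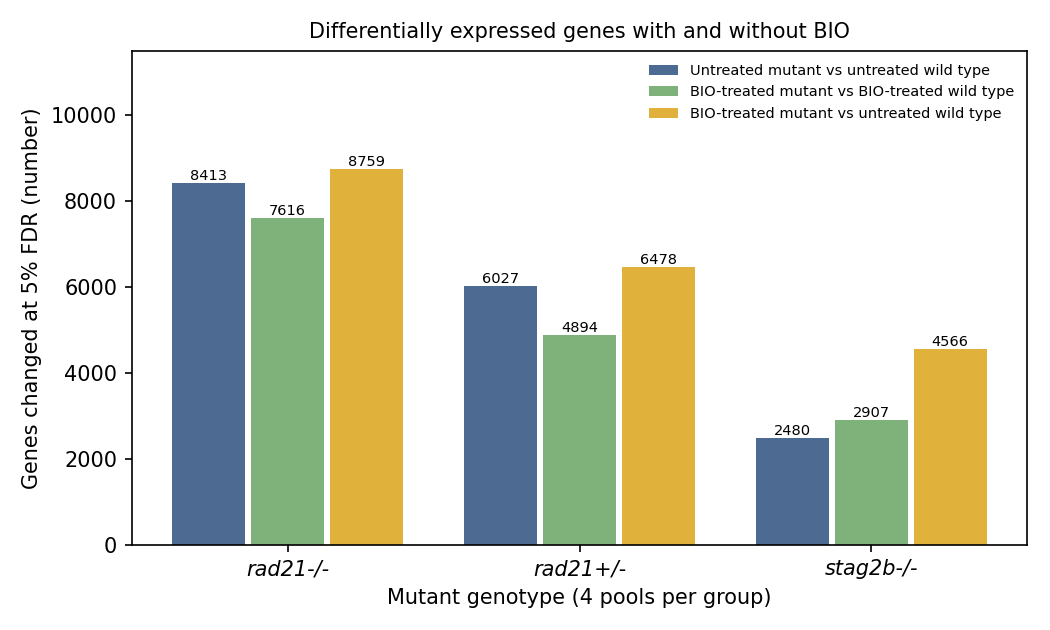
Genes at 5% FDR in each mutant, from edgeR with all 32 libraries in 1 fit (4 pools per group). Bars compare untreated mutants with untreated wild type, treated mutants with treated wild type, and treated mutants with untreated wild type.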

In summary, our findings suggest that Wnt stimulation with BIO normalizes gene expression and phenotype in *stag2b^−/−^* embryos, whereas gene expression in *rad21* mutants is unresponsive to Wnt stimulation.

## DISCUSSION

Germline variants in subunits of the cohesin complex or its regulators are implicated in developmental disorders known as cohesinopathies, and somatic variants are now known to cause a variety of cancers. Such cohesin mutations are invariably partial loss-of-function rather than null alleles, because of the essential cell cycle role of cohesin. To date, few studies have compared the developmental consequences of reducing the overall amount of cohesin versus altering its composition. Upon deficiency of Stag2, the Stag1 subunit will compensate in the cohesin complex, thereby altering cohesin composition. Upon deficiency of Rad21, the overall quantity of cohesin complexes on DNA decreases. In this study, we took advantage of *stag* and *rad21* gene mutations in zebrafish to show that cohesin composition versus quantity lead to strikingly different consequences for gene transcription and cell differentiation.

Rad21 is an essential subunit in the cohesin complex. Using a zebrafish point mutation, *rad21*^nz171^, that progressively reduces *rad21* transcript from heterozygotes to homozygotes, we show that Rad21 deficiency dose-dependently correlates with downregulation of core cohesin subunits, a transcriptional dysregulation signature enriched in cell cycle genes, and a block in mesoderm induction in the tailbud. Although *rad21* heterozygotes are viable and fertile, developmental anomalies in the tailbud are more similar between heterozygotes and *rad21* homozygotes (which die by 48 hpf) than homozygous viable *stag2b^−/−^*. Additional mutation of *stag1b* on top of *stag2b* resulted in loss of viability and a phenotype resembling *rad21* mutants.

It is not clear whether the consequences of Rad21 deficiency are related to cell cycle effects. A recent study showed that blocking the cell cycle in zebrafish does not affect the development of cell types (Kukreja et al., 2023 preprint), although it does affect the numbers of presomitic mesoderm cells and erythrocytes (Kukreja et al., 2023 preprint). Consistent with cell cycle effects, we observed that *rad21* mutation impacts mesoderm differentiation, and our previous work has shown that erythropoiesis is downregulated in cohesin mutants (Horsfield et al., 2007; Ketharnathan et al., 2020). However, cell cycle impairment is unlikely to account for all the defects associated with the reduction in cohesin dose, and it does not explain the transcriptional and phenotypic changes observed in viable, fertile *rad21* heterozygotes. Our previous work has shown that Rad21 deficiency has remarkably specific transcriptional and developmental consequences, e.g. cell type-specific loss of *runx1* expression (Horsfield et al., 2007; Marsman et al., 2014; Schuster et al., 2015). Consistent with a non-cell cycle-related transcriptional role for Rad21, complete removal of Rad21 interferes with transcription in post-mitotic neurons, which is rescued upon restoring Rad21 (Weiss et al., 2021). Although homozygous mutation in *stag2b* has no statistically significant effect on the cell cycle determined by cytometry, single-cell RNA-seq showed an increase in G0/G1 and reduction in S phases in the paraxial mesoderm cell cluster 1 in *stag2b^−/−^* mutants, indicating cell cycle downregulation. It is difficult to determine whether this reduced cell cycle progression in *stag2b^−/−^* mutants is intrinsic, or caused by altered signaling pathways, such as Wnt, or a combination of these.

Although *stag2b^−/−^* mutants are viable and fertile, changes in mesoderm differentiation are apparent at tailbud stages. An increase in paraxial mesoderm of *stag2b^−/−^* mutants was detected by both bulk and single-cell RNA-seq. Cells over-represented in paraxial mesoderm of *stag2b^−/−^* mutants have exited the cell cycle and are more differentiated, as they primarily reside in the anterior paraxial mesoderm region where somites start to form. We speculate that these characteristics reflect an inability of *stag2b^−/−^* mutants to maintain mesoderm progenitors, thereby lowering the proportion of immature cells relative to mature cells. Consistent with this interpretation, *stag2b^−/−^* mutants have fewer of the less mature posterior paraxial mesoderm cells and *stag2b^−/−^* NMPs have downregulated stem cell pathways.

*stag2b^−/−^* mutants have a unique, narrow notochord phenotype. An increase in anterior paraxial mesoderm in *stag2b^−/−^* mutants could, in turn, affect cell fate decisions in the notochord through increased Notch signaling. The single-cell RNA-seq data shows an increase in hypochord cell numbers at the expense of notochord in *stag2b^−/−^* mutants, possibly linked to increased Notch signaling from higher numbers of paraxial mesoderm cells (Latimer and Appel, 2006). Reduced Wnt signaling might also directly lead to a decrease in *noto* expression affecting notochord identity. Cells that lose notochord identity were previously shown to end up in the paraxial mesoderm (Halpern et al., 1995; Yamanaka et al., 2007). Finally, the EMT driver *vimr2* is downregulated in NMPs, and cell adhesion pathways are increased in the notochord, indicating that the ability of cells to undergo EMT and contribute to various developing tissues might be altered in *stag2b^−/−^* mutants. Strikingly, our rescue experiments suggest that driving Wnt signaling can compensate for transcriptional and phenotypic changes in the *stag2b^−/−^* mutants. The noticeably narrower notochord in *stag2b^−/−^* mutants is rescued by stimulation of Wnt signaling by inhibition of Gsk3. Moreover, transcription in *stag2b^−/−^* mutant tailbuds is rescued to wild-type levels upon Gsk3 inhibition.

We and others have previously reported dysregulated Wnt signaling upon cohesin mutation (Chin et al., 2020; Grazioli et al., 2021; Mazzola et al., 2019; Medina et al., 2016; Pileggi et al., 2021; Schuster et al., 2015), but the directionality of Wnt signaling disturbance remains unclear. We have shown stabilization of β-catenin and both up- and downregulation of components of the Wnt signaling pathway, indicating that the effects of cohesin deficiency on Wnt are likely to be complex (Chin et al., 2020). Interestingly, Gsk3α inhibition has been shown to stabilize cohesin on chromatin, promoting continued loop extrusion (Park et al., 2023). Stabilized loop extrusion is dependent on cohesin as it is eliminated with knockdown of Rad21 (Park et al., 2023). The compound (BIO) we used to stimulate Wnt inhibits Gsk3 and does not distinguish between α and β forms. It is possible that Gsk3 inhibition was able to rescue transcription and phenotypes in *stag2b^−/−^* mutant tailbuds but not in *rad21* mutants because a reduction in Rad21 reduces the number of complexes that can be stabilized, whereas Stag1b compensates for loss of Stag2b in those complexes.

Stag1-containing cohesin resides primarily at CTCF sites that demarcate contact domains that are invariant between tissues. Stag2-containing cohesin resides at CTCF and non-CTCF sites, where it is thought to regulate tissue-specific transcription (Casa et al., 2020; Cuadrado and Losada, 2020; Kojic et al., 2018; Viny et al., 2019). Viny et al. (2019) showed that Stag1-cohesin cannot fully substitute for Stag2-cohesin in hematopoietic stem cells. It is possible that Stag1-containing cohesin has different properties in loop extrusion than Stag2-containing cohesin (Alonso-Gil et al., 2023; Cuadrado and Losada, 2020) and likely that developmental gene transcription in *stag2b^−/−^* mutant tailbuds is altered because of compensation by Stag1b. We do not believe the other Stag orthologs are major contributors to development in zebrafish based on the lethality of *stag1b^−/−^*; *stag2b^−/−^* double mutants.

Stag proteins may have functions that are independent of the cohesin complex. For example, a recent study found that, upon RAD21 depletion, STAG proteins remain bound to chromatin, interact with CTCF, and cluster in 3D (Porter et al., 2023). STAG proteins interact with RNA and R-loops even in the absence of cohesin. The *Drosophila* SA cohesin subunit (equivalent to Stag2) is differentially enriched at enhancers and promoters near origins of replication where it is proposed to recruit cohesin (Pherson et al., 2019). In contrast, RAD21 appears to be key for stable binding of cohesin at CTCF sites. A recent study showed that when RAD21 is cleaved, cohesin is released from DNA, including at CTCF sites, and loops at these elements are lost (Liu and Dekker, 2022). Interestingly, CTCF-independent cohesin-anchored loops within chromatin domains persisted despite RAD21 cleavage. The different molecular and structural behavior of RAD21 and STAG proteins is consistent with the diverse developmental consequences we observed upon germline mutation in these genes.

It is possible that some of the molecular basis for developmental abnormalities is shared between NIPBL deficiency and STAG2 mutation. A study describing single-cell RNA-seq of early-stage mouse embryos with one deleted copy of *Nipbl* showed that these embryos also experience changes in mesoderm fate and have altered mesoderm cell populations (Chea et al., 2024). Nipbl loss alters the regulation of genes involved in EMT, which parallels our findings in *stag2b* mutant zebrafish embryos. This raises the possibility that abnormal regulation of mesoderm fate could be a conserved feature of the cohesinopathies.

Alternate transcriptional and developmental consequences with Stag2 and Rad21 deficiency have implications for the amelioration of cohesinopathies; Wnt agonists have been explored as potential therapeutic agents for individuals with CdLS (Grazioli et al., 2021), and, additionally, for the treatment of cohesin-mutant cancers (Chin et al., 2020). Our results suggest that reduction of cohesin dose has very different consequences to altering cohesin composition. This indicates that mutations in core cohesin subunits need to be considered differently to mutations in alternate cohesin subunits or cohesin regulators when developing therapeutics.

## MATERIALS AND METHODS

### Zebrafish husbandry

Wild-type (WIK) (Rauch et al., 1997), *stag1a^nz204^* (Ketharnathan et al., 2020), *stag1b^nz205^* (Ketharnathan et al., 2020), *stag2b^nz207^* (Ketharnathan et al., 2020) and *rad21^nz171^* (Horsfield et al., 2007) zebrafish lines were maintained at 28°C according to established husbandry methods (Westerfield, 1995). Zebrafish were housed in the Otago Zebrafish Facility (Department of Pathology, University of Otago, Dunedin, New Zealand). All animal work was performed in accordance with the Otago Zebrafish Facility Standard Operating Procedures (AUP 21-110) and under Environmental Risk Management Authority approval numbers GMC005627, GMD100922 and GMC001366. For all experiments, embryos were developed at 22 or 28°C.

### Whole-mount *in situ* hybridization and HCR RNA-FISH

Whole-mount *in situ* hybridization for *runx1* was performed using 0.5 ng/μl of riboprobe as previously described (Kalev-Zylinska et al., 2002). Probes for *sox2*, *tbxta* and *tbx16* and HCR reagents were purchased from Molecular Instruments. HCR was performed according to the Molecular Instruments. HCR™ RNA-FISH protocol.

### Flow cytometry

Embryos at the 16-somite stage were fixed in methanol (García-Castro et al., 2021) and tailbuds were dissected (*n*=30). *rad21* heterozygotes and homozygotes were identified by genotyping the heads of individual embryos using genomic DNA extraction (Meeker et al., 2007) followed by a custom TaqMan assay. Cells were filtered through a 40 µm cell strainer and nuclei were stained with DRAQ5 (ab108410, Abcam) at 5 µM final concentration on ice for 45 min in the dark. Cell cycle profiles of three independent replicates for each genotype were obtained using a BD FACS Aria III (BD Biosciences). Data analysis and plots were generated using Cytoflow (Teague, 2022 preprint).

### BrdU incorporation

For cell cycle analyses, dechorionated embryos were incubated in 10 mM BrdU (Bromodeoxyuridine, LBVMS-1058-P1, Thermo Fisher Scientific) in Ringer's solution for 30 min on ice, rinsed three times with Ringer's solution and incubated for 30 min or 2 h at 28°C. Embryos were fixed with 4% paraformaldehyde overnight at 4°C, dehydrated in methanol and stored at −20°C in 100% methanol.

For staining, embryos were rehydrated in a series of 5-min washes with PBST/methanol (PBST: PBS with 0.1% Tween-20; wash series 75%, 50%, 25% methanol in PBST). Embryos older than 24 hpf were treated with 10 µg/ml proteinase K for 10 minutes, followed by three 5-min washes in PBST and post-fixation in 4% paraformaldehyde for 20 minutes at room temperature. Samples were then rinsed three times with sterile distilled water. For BrdU staining, embryos were rinsed twice in 2 N HCl and incubated in 2 N HCl for 1 h at room temperature to denature DNA and expose the BrdU epitope. Alternatively, for antigen exposure, embryos were treated with acetone for 20 min on ice.

### Immunohistochemistry

Samples were rinsed twice with sterile distilled water and washed twice with PBST for 5 min. Embryos were incubated in blocking solution [0.2% blocking reagent (Roche, 11096176001), 10% fetal bovine serum (FBS), 1% DMSO in PBST] for 30 min, followed by a 2-day incubation with primary antibodies at 4°C. Primary antibodies used were as follows: anti-phH3 (3377, Cell Signaling Technology; 1:1000), anti-α-tubulin (T6199, Sigma-Aldrich; 1:500) and anti-BrdU (B35141, Thermo Fisher Scientific). Antibodies were washed off with three 10-min washes in PBST and two 10-min washes in 1% FBS in PBST. Embryos were then incubated with secondary antibodies (1:1000) in 1% FBS in PBST at 4°C for 2 days in the dark. Secondary antibodies used for immunofluorescence were: goat anti-mouse Alexa Fluor 488 (1:1000, A11001, Thermo Fisher Scientific), chicken anti-rabbit Alexa Fluor 647 (1:1000, A21443, Thermo Fisher Scientific). On the second day, Hoechst 33342 (1 µg/ml) (Thermo Fisher Scientific; 1:1000) was added. Embryos were washed five times for 10 min each wash with PBST and imaged.

### Microscopy

Fixed embryos were immersed in 70% glycerol to obtain brightfield images. Live embryos were anesthetized with MS-222 (200 mg/l) and embedded in 3% methylcellulose. Brightfield images were captured using a Leica M205FA epifluorescence microscope equipped with a DFC490 camera and Leica Applications Suite software (Leica Microsystems).

For confocal microscopy, embryos were mounted in 1% low melting agarose (w/v). Confocal images were acquired using a Nikon C2 confocal microscope as *z*-stacks of the optical sections. The images were processed using NIS-Elements Denoise.ai Software. Maximum intensity projections were used for the figures.

### BIO treatment

A 30 μM BIO solution was diluted to 2.5 μM in E3 medium. Embryos were sorted into 50 embryos per plate and treated with 2.5 μM BIO from 4 hpf until tailbud dissection at the 16-somite stage.

### Tailbud bulk RNA-seq and analyses

Tailbuds were dissected from stage-matched embryos at 16 somites (16-18 hpf) as illustrated in Fig. 3A. For RNA-seq, tailbuds were individually lysed in 3 μl of RLT+BME (QIAGEN RNeasy) and stored in separate PCR tubes at −80°C to await genotyping of heads (for *rad21^−/−^* and *rad21^+/−^*). Total RNA was extracted from the pools of 80 tailbuds per sample using the RNeasy Micro kit (74104; QIAGEN, Germany). Quality and quantity of RNA were assessed using a Qubit 4.0 Fluorometer (Thermo Fisher Scientific), Agilent RNA 6000 Nano Kit on 2100 Bioanalyzer (Agilent Technologies) and NanoPhotometer NP80 Touch (Implen GmbH).

Libraries were prepared from 250 ng of total RNA using the TruSeq Stranded mRNA Library Prep kit (Illumina) and TruSeq RNA CD Index Plate (Illumina) for sample multiplexing. The concentration of the libraries was quantified using a Qubit 4.0 Fluorometer (Thermo Fisher Scientific), and the mean fragment size was assessed using the DNA High Sensitivity KIT on a 2100 Bioanalyzer (Agilent Technologies). A 4 nM equimolar library pool was sequenced on NovaSeq S1 flow cell by Livestock Improvement Corporation Ltd. (New Zealand).

RNA-seq reads were trimmed using Cutadapt (Martin, 2011), and aligned to the reference genome (GRCz11.98, genome-build-accession NCBI:GCA_000002035.4) with HISAT2 (Kim et al., 2019) and SAMtools (Danecek et al., 2021). FeatureCounts (Liao et al., 2014) was used to generate fragment count matrices. DESeq2 (Love et al., 2014) was used to perform differential gene expression analysis, and multi-testing correction was carried out using the Benjamini–Hochberg procedure. The false discovery rate (FDR) threshold was set at 5%. Pathway analysis was performed using Reactome (Yu and He, 2016) and Metascape (Zhou et al., 2019). Genotype-specific BIO treatment effects were tested by adding an interaction term (modeling the interaction between treatment and genotype) at the experimental design stage prior to calling differential genes. The R package ggplot2 was used for data visualization (https://ggplot2.tidyverse.org/reference/ggplot2-package.html; Wickham, 2016).

### Single-cell RNA-seq

Stage-matched 16-somite embryos (wild type or *stag2b^−/−^*) were dechorionated using pronase (20 mg/ml in E3) and deyolked in calcium-free Ringer's solution (116 mM NaCl, 2.6 mM KCl, 5 mM HEPES, pH 7.0). Tailbud tissue was dissected using a small needle and pooled (*n*=30). Tailbuds were then incubated with collagenase (2 mg/ml in 0.05% trypsin, 1 mM EDTA, pH 8.0, PBS) in 1.3 ml volume at 28°C for 15 min with intermittent pipetting to achieve a single-cell suspension. The reaction was stopped by adding 200 µl of a stop solution (30% calf serum, 6 mM CaCl_2_, PBS). Cells were centrifuged at 500 ***g*** for 5 min and re-suspended in 1 ml of resuspension solution (1% Calf Serum, 0.8 mM CaCl_2_, 50 U/ml penicillin, 0.05 mg/ml streptomycin). After centrifugation at 400 ***g*** for 5 min, cells were resuspended in 700 µl of resuspension buffer and filtered through a 40 µm cell strainer and kept on ice. Single-cell suspensions were processed at the Genomics High Throughput Facility (UC Irvine, USA) according to the manufacturers protocol for the 10x Chromium single cell platform (10x Genomics), specifically the Chromium Single Cell 3′ Library and Gel Bead Kit v3 (PN-1000128). Libraries were sequenced on a HiSeq2500 platform (Illumina) yielding 1,024,641,718 reads for wild type and 1,166,072,985 reads for the *stag2b^−/−^* sample.

### Single-cell RNA-seq data analysis

Single-cell RNA-seq FASTQ files were demultiplexed using Cellranger (v7.1.0) (Zheng et al., 2017), mapped to the Danio rerio.GRCz11 (danRer11) transcriptome (v4.3.2) (Lawson et al., 2020) including intronic reads. We obtained an estimated number of 18,704 cells (wild type) and 26,360 cells (*stag2b^−/−^*). In the wild-type sample, mean reads per cell was 54,782, median unique molecular identifier (UMI) was 15,696, and 3651 genes were detected per cell.

In *stag2b^−/−^*, we detected 44,236 mean reads per cell, 13,922 median UMIs and 3561 median genes per cell. The total number of genes detected was 25,879 for wild type and 26,168 for *stag2b^−/−^*. For wild type and *stag2b^−/−^*, 98.2% and 98.1% of reads, respectively, had valid barcodes with Q30 of 94.4% for both samples, and 92% and 91.5% of the reads mapped confidently to the zebrafish genome. Downstream analysis was performed using scvi-tools (v0.20.3) (Gayoso et al., 2022) and Scanpy (v1.9.3) (Wolf et al., 2018). After filtering of empty cells, doublet removal was performed using Solo (Bernstein et al., 2020). Scanpy was used to filter out cells with fewer than 200 genes, genes detected in fewer than three cells, and cells exceeding gene counts of 98% of the median. We also filtered out cells having more than 15% mitochondrial reads (indicating cellular stress).

Filtering and QC steps resulted in 15,298 wild-type cells and 21,278 *stag2b^−/−^*cells. The data were then normalized to 10,000 UMIs per cell using the function (scanpy.pp.normalize). Integration of the two datasets was performed using scvi-tools function scVI model (Lopez et al., 2018). Specifically, we set up the model using the following command: scvi.model.SCVI.setup_anndata (anndata, layer=“counts”, categorical_covariate_keys=[”Genotype”], continuous_covariate_keys=[‘pct_counts_mt’, ‘total_counts’]). We then trained the model and obtained the latent space with model.get_latent_representation(). The neighborhood graph as well as the uniform manifold approximation and projection (UMAP) plot was determined using Scanpy functions using the scVI latent space as input. Leiden clustering (resolution 0.4) resulted in 13 clusters. Significant differentially expressed genes (DEGs) between clusters and genotypes were determined using the model calculated above using scVI as well as the Wilcoxon rank-sum test (Benjamini–Hochberg correction).

A list of DEGs for clusters of interest between wild-type and *stag2b^−/−^* tailbuds can be found in Table S4. GSEApy (Fang et al., 2023) was used for gene set enrichment analysis on DEGs identified by pseudobulk analysis and Table S4. We used the function (scanpy.tl.score_genes) for a list of genes obtained from wiki pathways: Canonical_Wnt_pathway (WP1349). The function (scanpy.pp.scale) was used to scale the data to unit variance and zero mean and the Wilcoxon rank-sum test (Benjamini–Hochberg correction) was used to determine significance for the data shown in Fig. 7. Cell cycle phase was determined by using Scanpy's (Wolf et al., 2018) (sc.tl.score_genes_cell_cycle) function and https://github.com/scverse/scanpy_usage/blob/master/180209_cell_cycle/data/regev_lab_cell_cycle_genes.txt as gene list. Each cell is assigned a score based on the expression of marker genes for S and G2/M phase; if neither gene set score is above a threshold, the cell is classified as G0/G1.

## Supplementary Material

10.1242/develop.202593_sup1 Supplementary information

Table S1. Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in homozygous mutant *rad21* tailbuds.

Table S2. Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in heterozygous mutant *rad21* tailbuds.

Table S3. Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in homozygous mutant *stag2b* tailbuds.

Table S4. Significantly (5% FDR) differentially expressed genes in the NMP subset comparing homozygous *stag2b^-/-^* and wild-type tailbuds, related to Figure 7C,E and Fig. S10.

Table S5. Gene set enrichment analysis results comparing NMPs of homozygous *stag2b^-/-^* and wild-type tailbuds, related to Fig. 7C.

Table S6. Gene list related to canonical Wnt signalling score, related to Fig. 7D.

Table S7. Wilcoxon rank sum test statistics for each cell cluster comparing the Wnt signaling score shown in Fig. 7D among homozygous *stag2b^-/-^* and wild-type genotypes.

Table S8. Significantly (5% FDR) differentially expressed genes in the notochord subset comparing homozygous *stag2b^-/-^* and wild-type tailbuds, related to Fig. S11.

Table S9. Gene set enrichment analysis results comparing the notochord cluster of homozygous *stag2b^-/-^* and wild-type tailbuds, related to Fig. S11.

# Supplementary material for: Cohesin composition and dosage independently affect early development in zebrafish
**Source:** Development. 2024 Aug 1;151(15):dev202593. doi: 10.1242/dev.202593
**Supplement:** Supplementary information

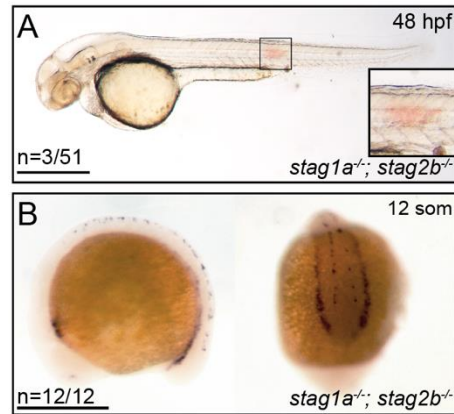

**Fig. S1. Trunk hemorrhaging and *runx1* expression in *stag1a*<sup>-/-</sup>; *stag2b*<sup>-/-</sup> mutant embryos.**

**(A)** Lateral views of representative and *stag1a*<sup>-/-</sup>; *stag2b*<sup>-/-</sup> embryos at 48 hpf. The boxed region (inset) outlines a trunk hemorrhage representative of those observed in around 5% of the *stag1a*<sup>-/-</sup>; *stag2b*<sup>-/-</sup> double mutant embryos. Scale bars are 500  $\mu$ m.

**(B)** Normal expression of *runx1* at 12 somites in *stag1a*<sup>-/-</sup>; *stag2b*<sup>-/-</sup> embryos. Lateral (left) and posterior (right) views are shown. Scale bars are 500  $\mu$ m. The numbers in the lower left hand corner indicate the number of embryos with the expression pattern shown.

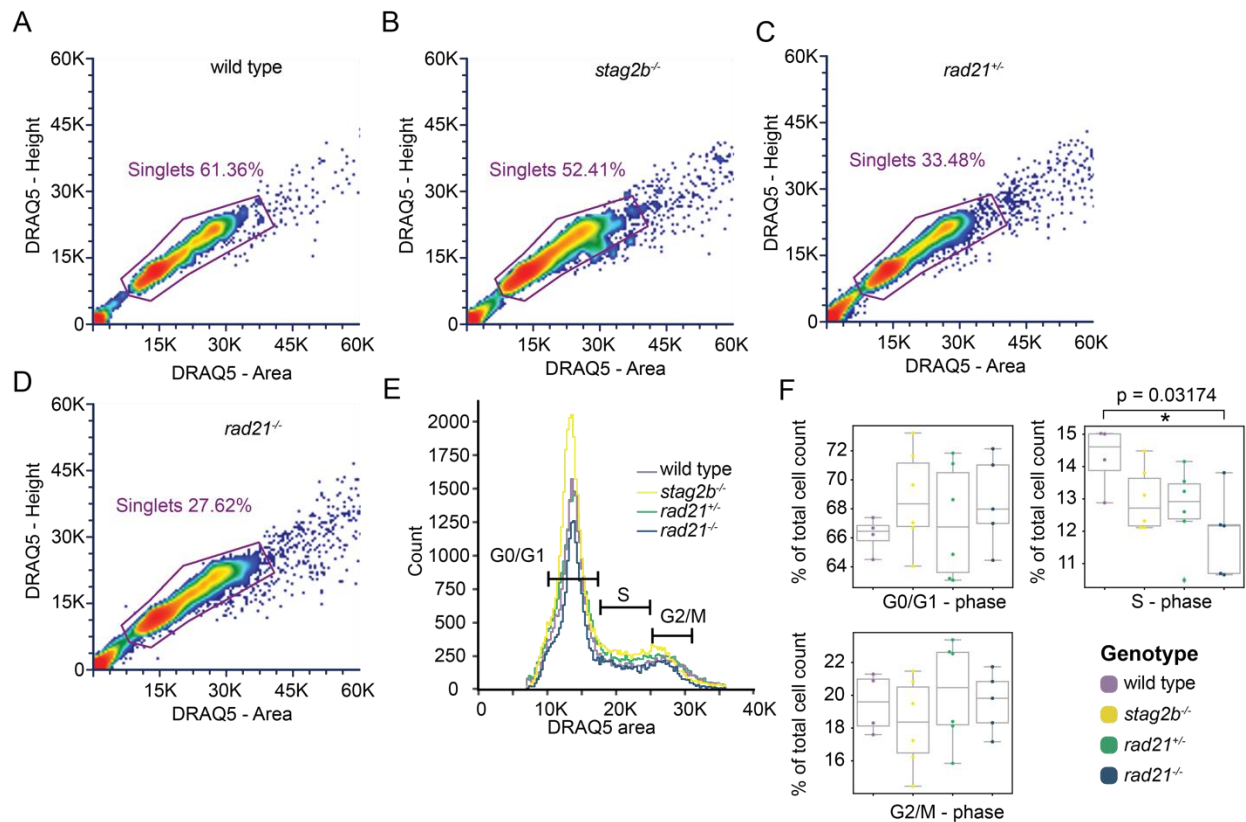

**Fig. S2. Flow cytometry analyses show that *rad21<sup>-/-</sup>* tailbuds have fewer cells in S phase, while other cohesin-mutant genotypes resemble wild type. (A-D)** Pseudocolour dot plot of flow cytometry dataset showing density of cells across DNA content shown as area (x-axis) and height of the signal (y-axis) of DRAQ5 (labeling DNA) for wild-type (A), *stag2b<sup>-/-</sup>* (B), *rad21<sup>+/-</sup>* (C) and *rad21<sup>-/-</sup>* (D) tailbud cells. **(E)** Count density plot of wild-type (purple), *stag2b<sup>-/-</sup>* (yellow), *rad21<sup>+/-</sup>* (green) and *rad21<sup>-/-</sup>* (blue) combined replicate samples (n>4). **(F)** Box and swarm plots showing the proportions of cell cycle phases as G0/1, S and G2/M based on DNA content. Boxes show quartiles, whiskers show 1.5 inter-quartile ranges of the lower and upper quartile. \*P < 0.05 Mann-Whitney U test.

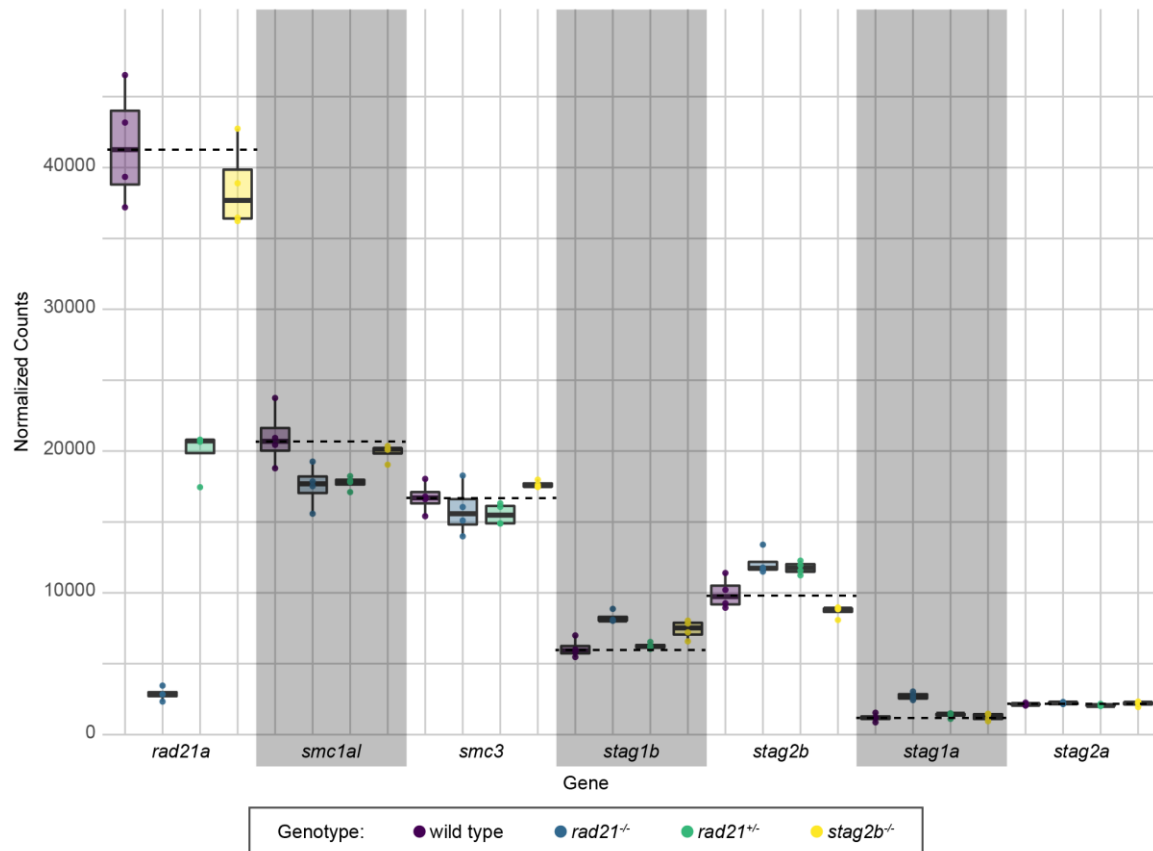

**Fig. S3. Transcript counts of cohesin subunits in the tailbud.**

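The annotation holds *smc1al*, taken here as the gene of this figure, and a separate *smc1a*. *smc1al* had 396 ± 35.1 CPM in wild type, 330 ± 28.1 in *rad21-/-*, 337 ± 8.89 in *rad21+/-* and 378 ± 11.2 in *stag2b-/-* (SD, n = 4). *smc1a* had 1.16 ± 0.641, 0.0723 ± 0.0240, 0.170 ± 0.0906 and 0.0914 ± 0.0653 CPM. Its log2 fold changes were −3.95, −2.76 and −3.70 (adjusted p = 2.4e-04, 0.0030 and 0.0021 from edgeR's quasi-likelihood test), at counts too low to weigh on the pool of cohesin transcripts.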

Normalized transcript counts of *rad21a*, *smc1a1*, *smc3*, *stag1b*, *stag2b*, *stag1a* and *stag2a* taken from RNA-seq of tailbuds and visualized with box plots defining the distribution of expression levels across these genes in the samples. Genotypes are distinguished by color: wild-type samples are displayed in purple, *rad21<sup>-/-</sup>* in blue, *rad21<sup>+/-</sup>* in green, and *stag2b<sup>-/-</sup>* samples in yellow. For each panel, the dotted line indicates the level of expression in wild type.

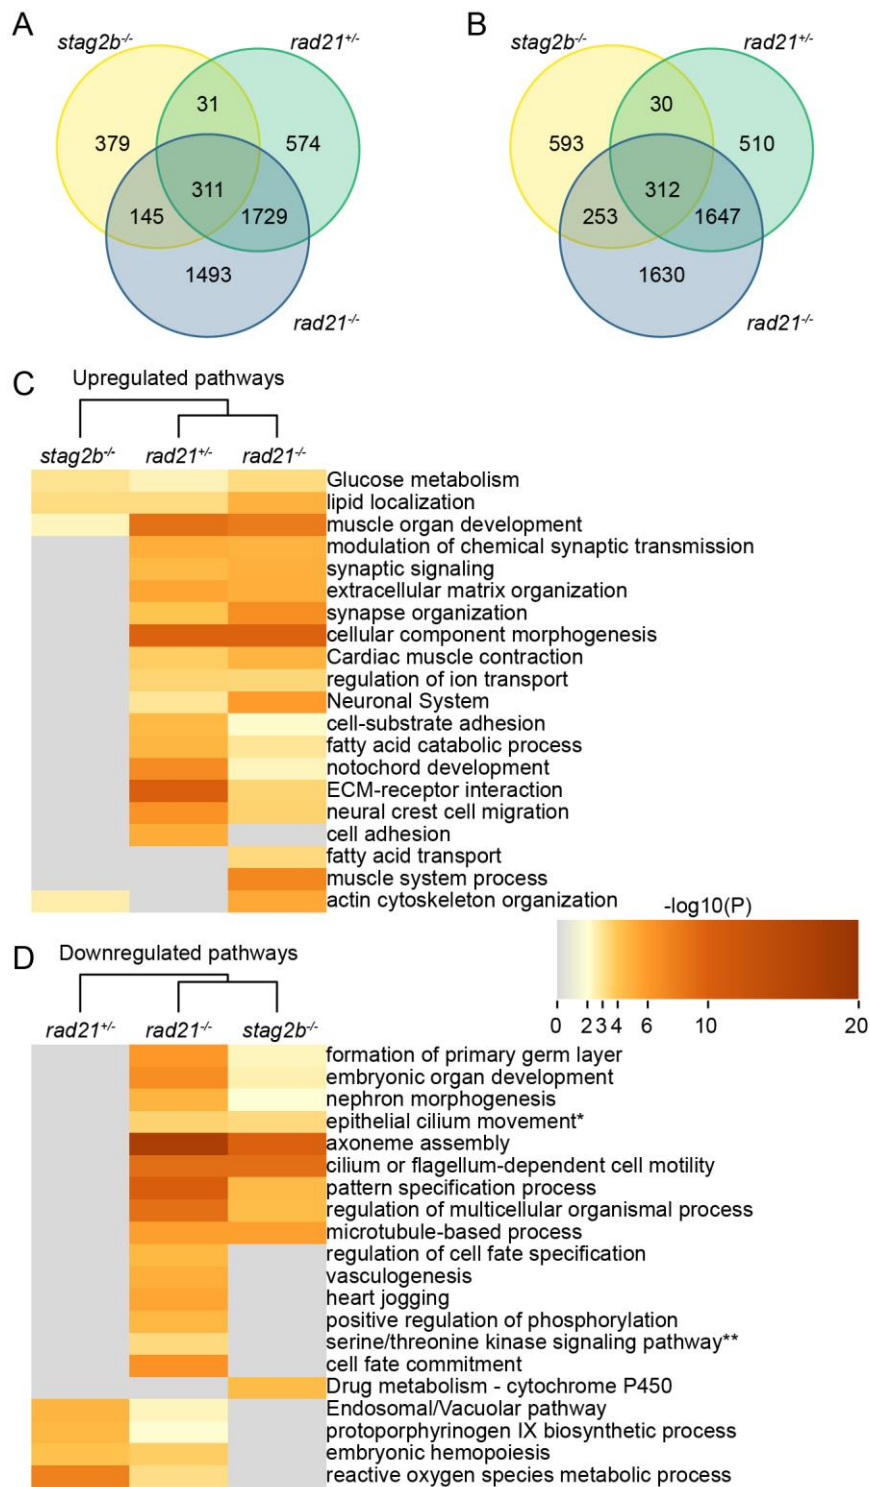

**Fig. S4. Overlap of dysregulated genes and pathway enrichment in cohesin mutant tailbuds.**

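Among higher genes, 1561 were called in *rad21-/-* and *rad21+/-* only, 79 in *rad21-/-* and *stag2b-/-* only, and 15 in *rad21+/-* and *stag2b-/-* only. Genes higher in 1 genotype alone numbered 1442 in *rad21-/-*, 469 in *rad21+/-* and 219 in *stag2b-/-*. The lower genes shared by *rad21-/-* and *rad21+/-* only numbered 1427.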

(A, B) The Venn diagrams depict the overlap of significantly upregulated (A) and downregulated (B) genes in cohesin-deficient tailbuds. (C, D) Metascape heat maps displaying the top 20 terms enriched among significantly upregulated (C) and downregulated (D) genes in cohesin-deficient tailbuds. Corresponding *p*-values are indicated by the color scale.

\*Epithelial cilium movement involved in extracellular fluid movement

\*\*Regulation of transmembrane receptor protein serine/threonine kinase signalling pathway

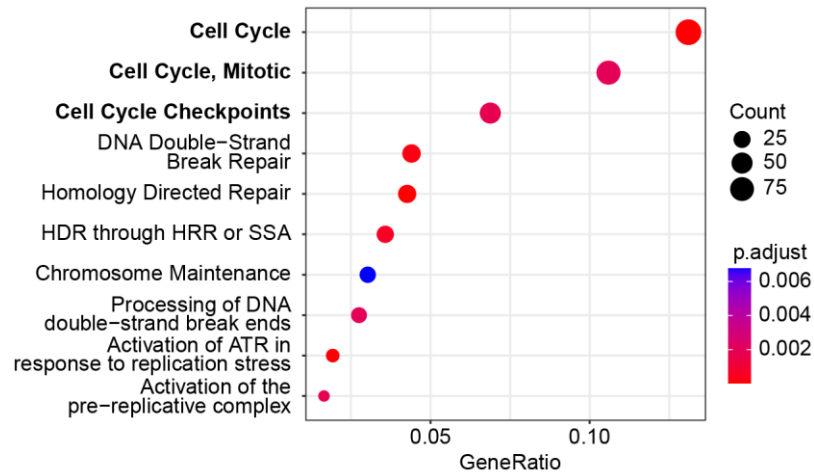

**Fig. S5. Reactome analyses of downregulated pathways in *rad21*<sup>-/-</sup> mutant tailbuds.**

The dot plot shows the top 10 enriched Reactome pathways (out of 26) among the significantly downregulated genes in *rad21*<sup>-/-</sup> tailbuds. The size of each dot indicates the number of genes affected in the pathway, and the dot color represents the adjusted p-value (Padj).

Source data available in Tables S1-S3.

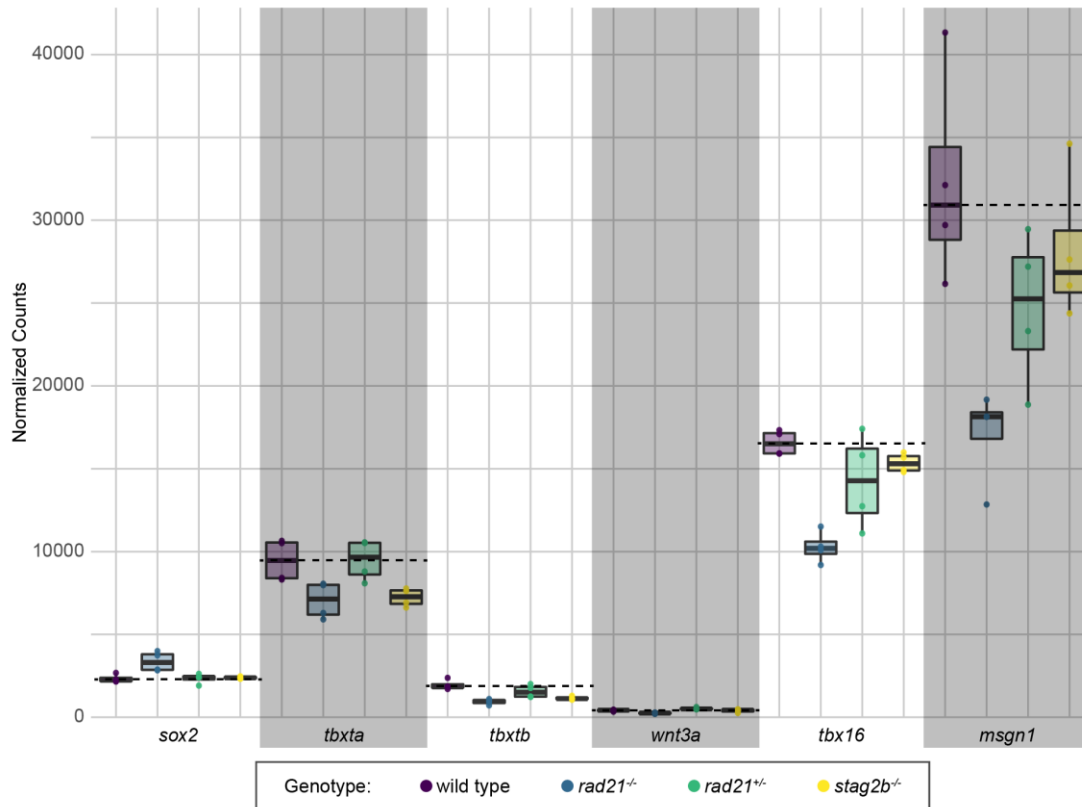

**Fig. S6. Expression levels of *sox2*, *tbxta*, *tbxtb*, *wnt3a*, *tbx16* and *msgn1* in cohesin mutants.**

Normalized transcript counts of *sox2*, *tbxta*, *tbxtb*, *wnt3a*, *tbx16* and *msgn1* taken from tailbud RNA-seq data with 4 replicates visualised as box plots defining the distribution of expression levels across these genes in the samples. 

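*sox2* stood at 44.0 ± 4.70 CPM in wild type, 63.3 ± 11.3 in *rad21-/-*, 44.4 ± 5.82 in *rad21+/-* and 45.4 ± 1.17 in *stag2b-/-* (SD, n = 4). Levels of *tbxta* were 179 ± 23.5, 133 ± 21.0, 180 ± 24.0 and 137 ± 10.6 CPM in the same order, and those of *tbxtb* 36.7 ± 5.77, 17.6 ± 3.04, 29.6 ± 7.40 and 21.9 ± 1.94. *wnt3a* had 7.77 ± 1.02, 4.68 ± 0.712, 9.95 ± 1.19 and 7.51 ± 1.85 CPM. For *tbx16* the levels were 313 ± 13.4, 193 ± 18.2, 271 ± 54.9 and 291 ± 10.8 CPM. *msgn1* had 611 ± 124, 321 ± 53.9, 469 ± 88.8 and 535 ± 85.5 CPM.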

Genotypes are distinguished by color: wild-type samples are displayed in purple, *rad21*<sup>-/-</sup> in blue, *rad21*<sup>+/-</sup> in green, and *stag2b*<sup>-/-</sup> samples in yellow. For each panel, the dotted line indicates the level of expression in wild type.

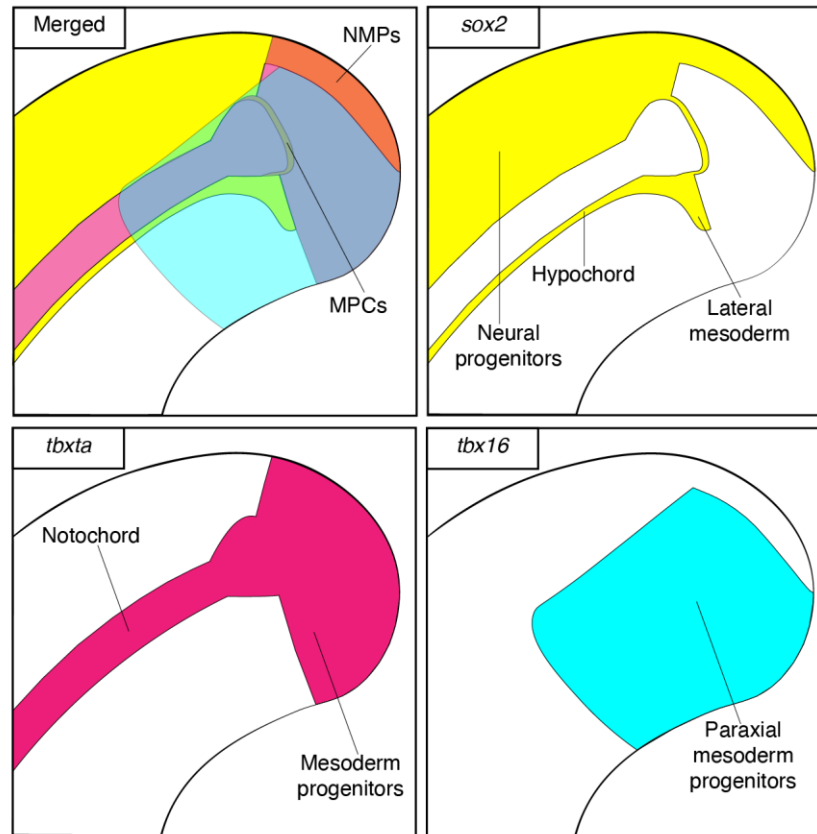

**Fig. S7. Expression pattern of marker genes in the tailbud at the 16-somite stage.**

Schematic depicts the regions in the tailbud and progenitor types where expression of *sox2* (yellow), *tbxta* (magenta) and *tbx16* (cyan) expression is expected.

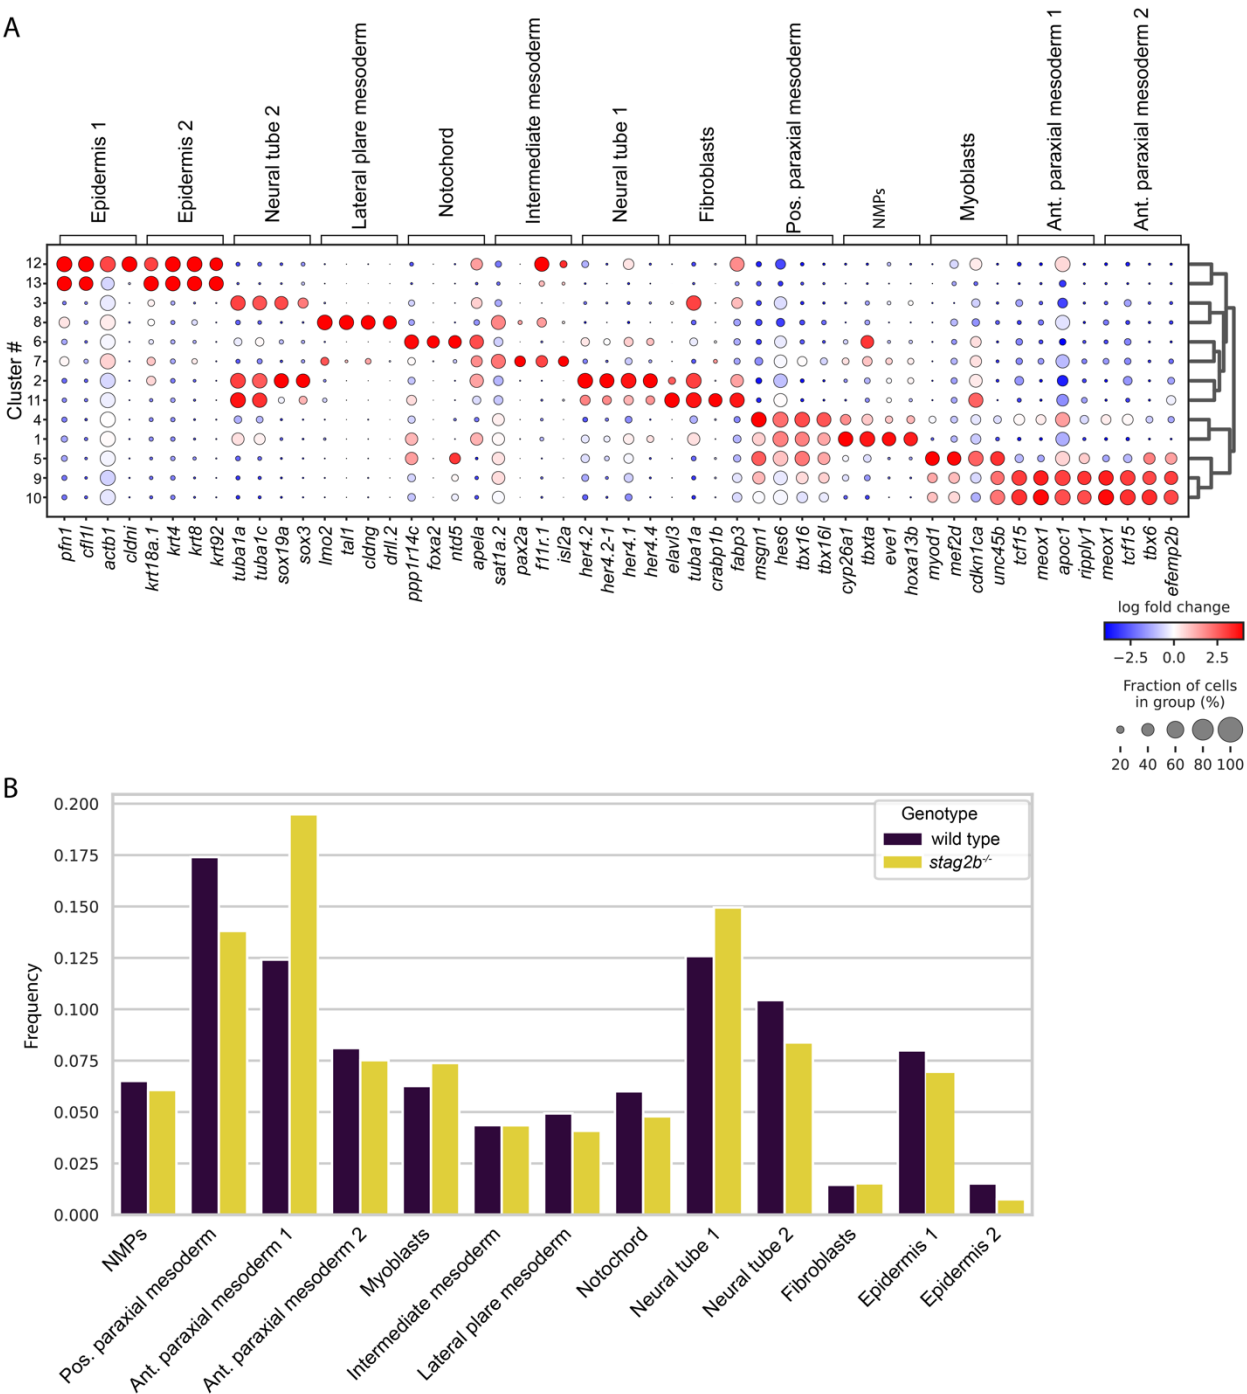

**Fig. S8. Cell population analysis of single cell RNA sequencing of *stag2b<sup>-/-</sup>* mutant tailbuds compared with wild type.**

(A) Dot plot depicting the expression of the top 4 marker genes per cell population cluster identified (see Fig. 7A). The dot size scales with the fraction of cells expressing the gene, and the dot color indicates the log fold change between the clusters. (B) Differences in the proportion of cell types between wild-type and *stag2b<sup>-/-</sup>* tailbuds among clusters as shown in Fig. 7A.

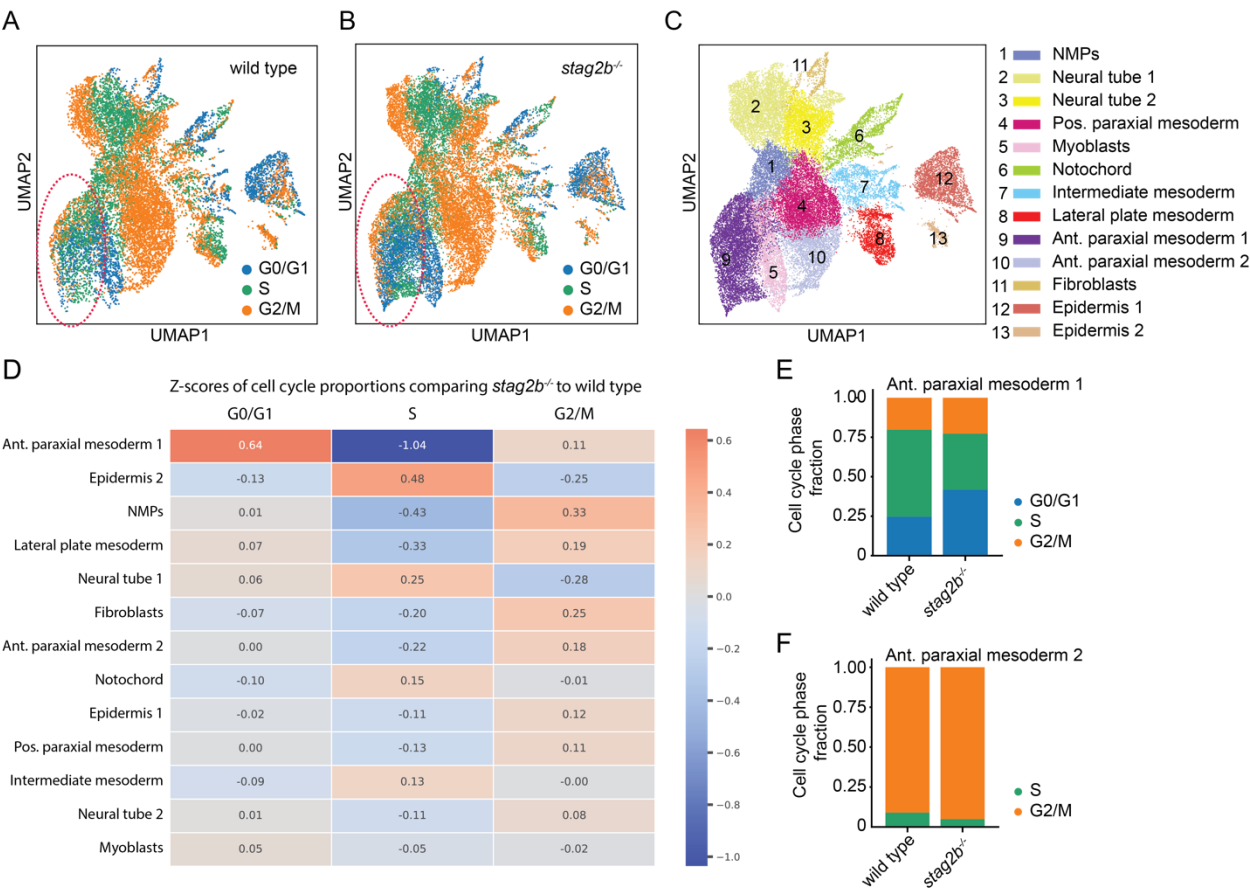

**Fig. S9. Cell cycle phase analysis of single cell data from *stag2b*<sup>-/-</sup> and wild-type tailbuds. (A-B) UMAP of wild-type and *stag2b*<sup>-/-</sup> single cell data showing cell cycle phases in blue (G0/G1), green (S) and orange (G2/M). Dashed red outline indicates the anterior paraxial mesoderm cluster 1. All cluster annotations for the integrated dataset in (C). (D) Ranked heatmap of z-scores of *stag2b*<sup>-/-</sup> cell clusters comparing cell cycle phase proportions. Red indicates an increase and blue a decrease in cell cycle phase compared to wild type. (E) Stacked bar plot of cell cycle phase fractions comparing anterior paraxial mesoderm 1 cluster in wild type with *stag2b*<sup>-/-</sup>. (F) Stacked bar plot of cell cycle phase fractions comparing anterior paraxial mesoderm 2 cluster in wild type with *stag2b*<sup>-/-</sup>.**

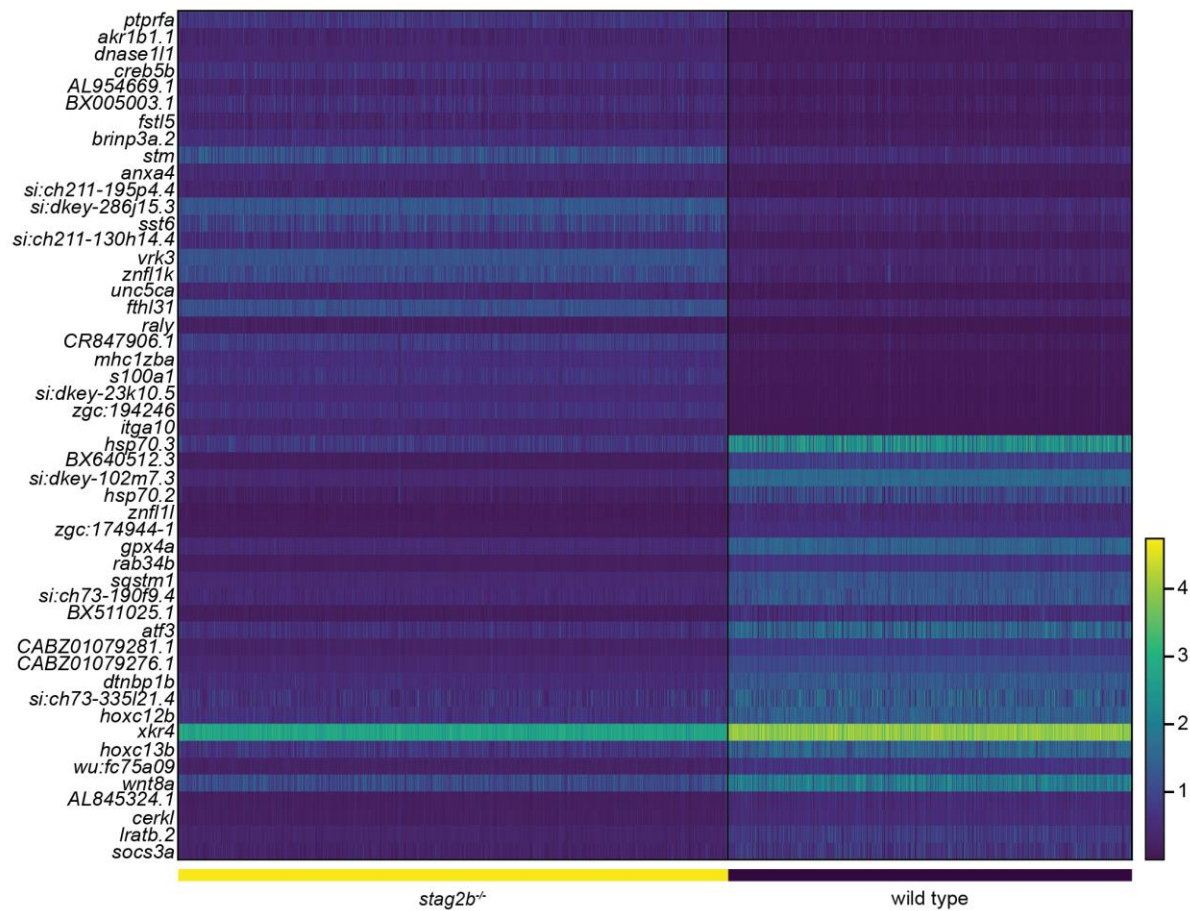

**Fig. S10.** Heat map showing the top 25 differentially up- and downregulated genes between wild-type and *stag2b<sup>-/-</sup>* NMP single cell RNA-seq data. For a full list see Table S4.

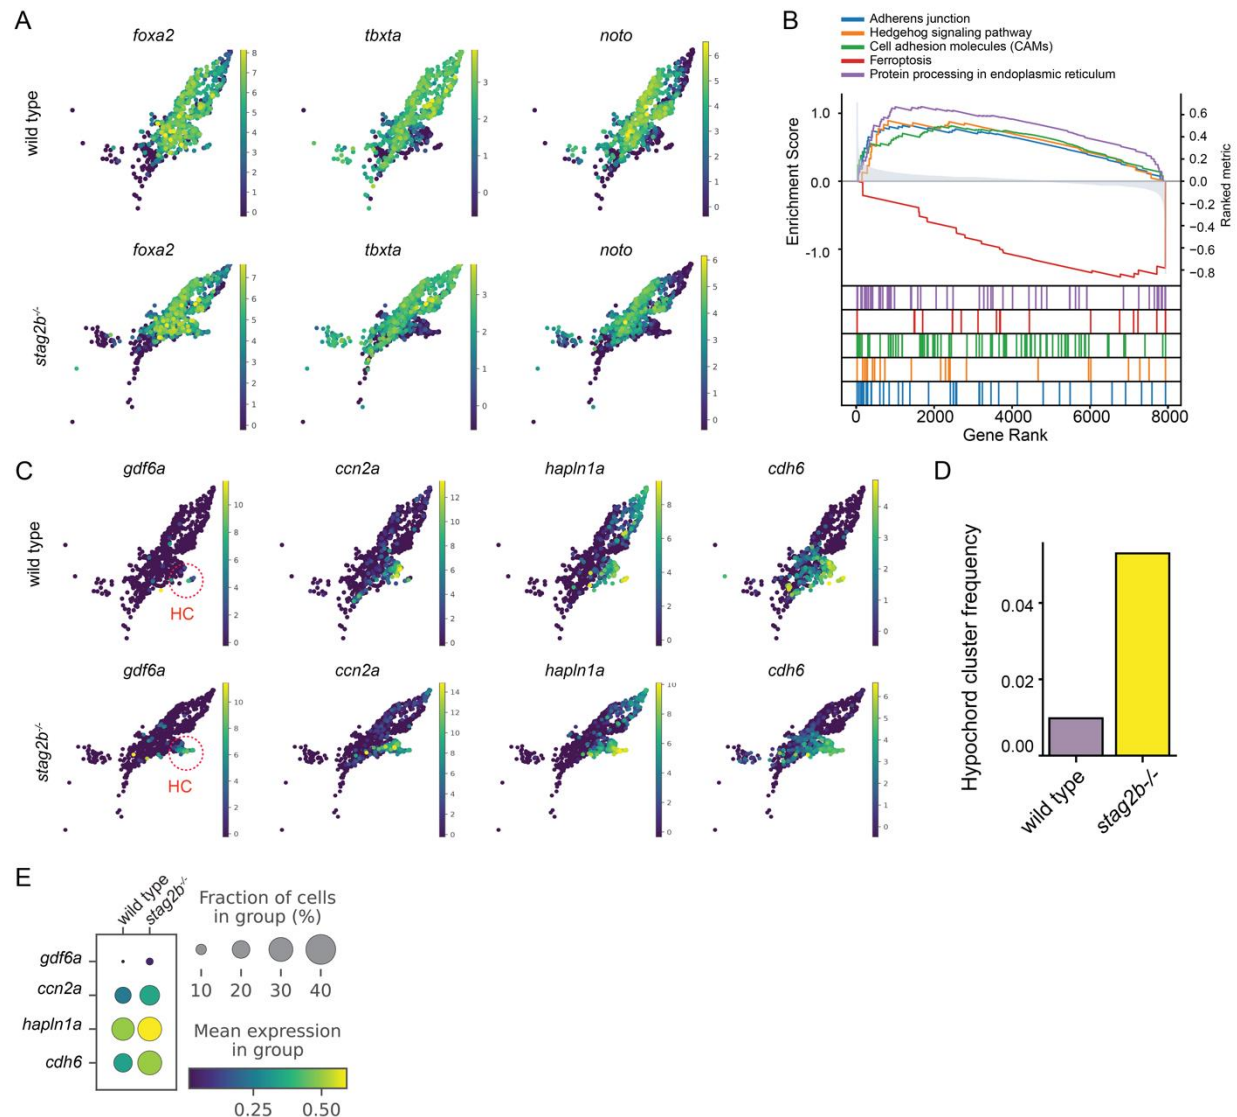

**Fig. S11. Notochord single cell analysis shows upregulation of Hedgehog signaling with an expansion of hypochord cells in *stag2b*<sup>-/-</sup> tailbuds.** (A) UMAP plot of notochord markers *foxa2*, *tbxta* and *noto* showing their expression in wild-type (top) and *stag2b*<sup>-/-</sup> (bottom) notochord cluster. (B). Gene set enrichment analysis of differentially expressed genes derived from pseudo bulk analysis comparing the notochord cluster in wild-type and *stag2b*<sup>-/-</sup> tailbud single cell data. (C) UMAP of hypochord markers *gdf6a*, *ccn2a*, *hapln1a* and *cdh6* in wild-type (top) and *stag2b*<sup>-/-</sup> (bottom) notochord cluster. (D) Bar plot of hypochord-marked cells as proportion of cells in the notochord cluster in wild-type and *stag2b*<sup>-/-</sup> tailbud single data. (E) Dot plot of hypochord markers in the notochord cluster comparing wild-type and *stag2b*<sup>-/-</sup> tailbuds.

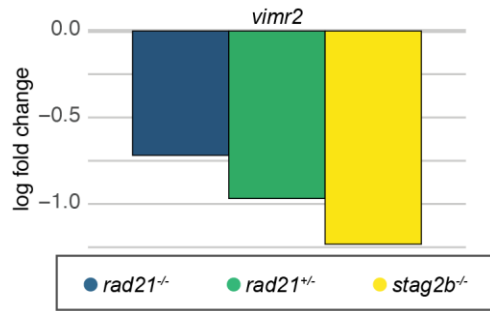

**Fig. S12. *vimr2* expression in cohesin mutants.** The bar graph displays the log<sub>2</sub> fold change (5% FDR) for *vimr2* transcripts in *rad21*<sup>-/-</sup> (blue), *rad21*<sup>+/-</sup> (green) and *stag2b*<sup>-/-</sup> (yellow) tailbuds compared to wild-type tailbuds.

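Without wild-type replicate 2 the fold change of *vimr2* shrank to −0.47 in *rad21-/-* (adjusted p = 0.13 from edgeR's quasi-likelihood test). The gene lies between 33788835 and 33824329 on chromosome 14. *stag2b* lies between 28486213 and 28527422 on the same chromosome.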

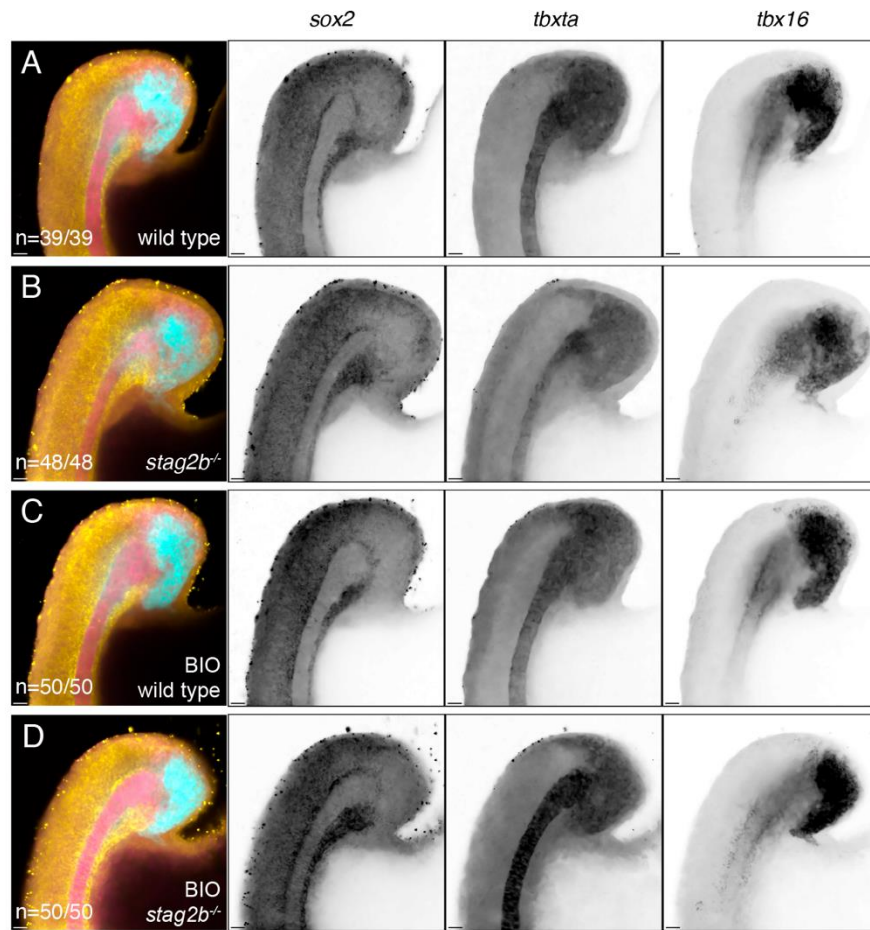

**Fig. S13. Wnt stimulation rescues the notochord phenotype in *stag2b*<sup>-/-</sup> mutants.**

(A-D) Expression patterns of *sox2*, *tbxta*, and *tbx16* in wild-type (A, C) and *stag2b*<sup>-/-</sup> (B, D) zebrafish tailbuds with (C, D) and without (A, B) Wnt stimulation. Images are maximum intensity projections of 3 (4.8 μm) optical sections. Scale bars are 20 μm. The number of embryos with each expression pattern out of the total analyzed is noted at bottom left of the left-hand panels.

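The table for *rad21-/-* lists 160 lower and 40 higher genes. edgeR called 187 of the 199 of them that were tested, with no opposite sign. Fold changes from DESeq2 matched those printed to within 1.1e-05.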

**Table S1.** Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in homozygous mutant *rad21* tailbuds.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S2.** Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in heterozygous mutant *rad21* tailbuds.

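This table holds 74 lower and 28 higher genes. Of 101 tested, edgeR called 84, none in the opposite direction.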

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

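For *stag2b-/-* the table lists 13 lower and 13 higher genes, and edgeR called 14 of the 26, again with no opposite sign.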

**Table S3.** Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in homozygous mutant *stag2b* tailbuds.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S4.** Significantly (5% FDR) differentially expressed genes in the NMP subset comparing homozygous *stag2b*<sup>-/-</sup> and wild-type tailbuds, related to Figure 7C,E and Fig. S10.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S5.** Gene set enrichment analysis results comparing NMPs of homozygous *stag2b*<sup>-/-</sup> and wild-type tailbuds, related to Fig. 7C.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S6.** Gene list related to canonical Wnt signalling score, related to Fig. 7D.

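Of the 102 genes of this list 95 were tested in the untreated bulk counts. Their median log2 fold change was −0.26 in *rad21-/-*, 0.02 in *rad21+/-* and −0.07 in *stag2b-/-* (adjusted p = 0.0025, 0.80 and 0.30 from limma's camera test, 4.3e-06, 0.34 and 0.086 from its fry test). In *rad21-/-* 36 were called lower and 16 higher. In *rad21+/-* the numbers were 6 and 8, and in *stag2b-/-* 7 and 4. The direct comparison of *rad21-/-* with *rad21+/-* had a median of −0.31 (adjusted p = 7.6e-09 from camera, 2.5e-06 from fry). With BIO the list moved by a median of −0.14 in *stag2b-/-* (adjusted p = 0.0066 from camera, 5.6e-04 from fry), and the interaction in *stag2b-/-* had a median of −0.14 as well (adjusted p = 0.013 from camera, 0.0066 from fry).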

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S7.** Wilcoxon rank sum test statistics for each cell cluster comparing the Wnt signaling score shown in Fig. 7D among homozygous *stag2b*<sup>-/-</sup> and wild-type genotypes.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S8.** Significantly (5% FDR) differentially expressed genes in the notochord subset comparing homozygous *stag2b*<sup>-/-</sup> and wild-type tailbuds, related to Fig. S11.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S9.** Gene set enrichment analysis results comparing the notochord cluster of homozygous *stag2b*<sup>-/-</sup> and wild-type tailbuds, related to Fig. S11.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

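The data were counts of RNA-seq fragments per gene in pools of 80 zebrafish tailbuds at 16 somites. There were 4 genotypes (WIK wild type, *rad21-/-*, *rad21+/-* and *stag2b-/-*), each untreated or given 2.5 µM BIO, with 4 pools per group and 32 libraries. The deposited file holds raw counts that the authors made by trimming with Cutadapt, aligning to GRCz11 with HISAT2 and counting with featureCounts 1.5.3, in which fragments that map to several places or overlap several genes were not counted. It lists 32057 genes, of which 29006 could be named from a gene name table or the paper's supplementary tables.

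Counts were tested with edgeR 4.0.16 in R 4.3.3: trimmed mean of M values normalization, filterByExpr, a robust quasi-likelihood fit with 1 mean per group, and Benjamini-Hochberg adjustment at 5% FDR. Untreated mutants were compared with wild type in a fit to the 16 untreated libraries (20677 genes). Responses to BIO, treated mutants against treated or untreated wild type, and the interaction of each genotype with BIO were tested in a fit to all 32 libraries (21385 genes). DESeq2 1.42.0 gave the variance-stabilized values of the principal components and a second test. Gene lists were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1. These lists were core cell cycle genes, p53 targets, motile cilia genes, skeletal muscle genes, direct Wnt targets and the Wnt genes of Table S6. Log2 CPM used a prior count of 2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

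Library totals ran from 32464614 to 115057368 fragments. Tests on simulated data, in which 200 genes were changed by 1 log2 unit, gave the share of such genes each comparison recovers. The rule was to name every gene the paper names for its bulk RNA-seq, the mutated genes first. Of these *tbx16l*, *id1*, *etv2*, *klhl41b*, *rbfox1l*, *stac3*, *mymk*, *jam2a* and *tnnt3a* enter the other texts only as members of counted groups. To these were added the 3 highest and the 3 lowest log2 fold changes of each untreated comparison with wild type and each interaction, among genes at 5% FDR with an average log2 CPM of at least 1 (for the former, with no overlap of pools), and members of a gene list where that list is discussed. The design, the comparisons, the gene lists and this rule were fixed before the data were examined. *cyp1a*, *cyp1b1* and *ahrra* were chosen after their values were seen. The set of genes followed through the alternatives was reduced after a first run of them, to genes that the text reports.

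Alternatives were DESeq2's Wald test, DESeq2's size factors (RLE) in edgeR, no filter on low counts, a block for the replicate number, each library or replicate number left out in turn, and fits to all 32 libraries or only to those compared. For components and clusters, other transformations, gene numbers, distances and linkages were tried. Reactome and Metascape annotations, the single-cell data and the imaging were not analysed here, and 2 genes drawn in Fig. 4D (*crmd* and *her3*) could not be matched to the annotation.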

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

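The tests on held-out wild-type libraries, on genes present in one genotype and absent in another, on matched random lists, on the shared interaction genes, on replicate 1 of *stag2b-/-*, on labels exchanged over 303 genes, on splits that share libraries evenly, on separate wild-type libraries and on whether BIO acted were chosen only after the result was seen. The other tests were set beforehand.

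Of 112 groups of 4 pools tested, 8 had a pool far from the other 3, where chance gives about 1 in 20. The library of *rad21+/-* with BIO, replicate 2, held 115057368 fragments. The single pools in genes were *rad21a* at 331.0 CPM in untreated *rad21+/-* replicate 3 and at 67.9 CPM in treated *rad21-/-* replicate 1, *stag2b* at 153.0 CPM in untreated *stag2b-/-* replicate 3, *stag1b* at 167.0 CPM in untreated *rad21-/-* replicate 2 and *pdlim3a* at 55.0 CPM in treated *stag2b-/-* replicate 1. *mylpfa* stood at 13.2 CPM in untreated *stag2b-/-* replicate 1 and 0.649 CPM in treated wild-type replicate 1. Without untreated *stag2b-/-* replicate 1, 3 of the 5 somite genes called higher lost the call, and the fold change of *mylpfa* went from 3.25 to 1.97. All 13 somite genes stayed above 0 without it, and 12 of 13 kept over 0.5 of their fold change. The calls, more than the direction, may therefore rest on that pool (3 of 5).

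The responses to BIO differed between each mutant and wild type in 187 genes for *rad21-/-*, 195 for *rad21+/-* and 287 for *stag2b-/-* by the interaction test. Genotype labels were exchanged within each treatment. Of 60 such splits, the real one included, 7 gave as many genes for *rad21-/-*, 5 for *rad21+/-* and 3 for *stag2b-/-*, so chance division of the libraries is not excluded by this test. The highest other splits gave 3250, 2092 and 428 genes. Unequal exchange carries part of the genotype difference into the contrast. Among the 21 splits that exchanged as many libraries in both treatments, none gave as many genes, and the highest numbers were 0, 1 and 35.

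The single interactions that passed 5% FDR and set the ends of the range were *ca2* (2.693) and *si:ch211-202h14.1* (−4.263) in *rad21-/-*, *krt94* (3.12) and *si:ch211-202h14.1* (−3.94) in *rad21+/-*, and *krt94* (5.41) and *si:ch211-214b16.2* (−8.174) in *stag2b-/-*, together with *vimr2* in *stag2b-/-* (1.239). *ca2* (adjusted p = 0.20 without replicate 2 from edgeR's test), *krt94* in *rad21+/-* (0.14 without replicate 1), *si:ch211-214b16.2* (0.086 without replicate 1) and *vimr2* (0.22 without replicate 2) each lost the call in some such fits. *vimr2* lies within 10 Mb of *stag2b*. Genes called in *stag2b-/-* were more frequent there than elsewhere (odds ratio 1.86, Fisher's exact p = 0.0021), so linked variants may contribute to calls in that region. For *vimr2* itself, treated *stag2b-/-* differed from treated wild type by 0.01 (adjusted p = 0.98 from edgeR's test), which a variant that lowers it with and without BIO would not give. The same odds ratios around *rad21a* were 0.852 in *rad21-/-* and 0.858 in *rad21+/-*.

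Across the mutants 54 genes had an interaction in the same direction in all 3. Loss of the response in mutants would place treated wild type apart from treated mutants, which was the larger distance in 26 of 54. Untreated wild-type pools that differ from treated ones in more than BIO would place untreated wild type apart, which was the larger distance in 28 of 54 (exact binomial p = 0.89). The 2 explanations cannot be told apart for these genes, because the same untreated wild-type pools enter every interaction. Of the 386 genes changed the same way in all 3 untreated mutants, simulated unchanged groups against the wild-type libraries gave 0 (edgeR), which decides nothing, since they gave at most 1 call per comparison. Each mutant of a pair was also compared with 2 wild-type libraries of its own. Genes called in both *rad21-/-* and *rad21+/-* then moved the same way in at least 98.2%. This argues against sharing of wild-type libraries for that pair. The prediction had been written for all pairs together, and by that rule the test could not tell. It was divided by pair only after the values were seen. For *stag2b-/-* with a *rad21* genotype the lowest share was 58.1% with *rad21+/-* and 68.5% with *rad21-/-*. In these pairs 61.2% to 77.8% as many genes were called the same way as with the same 2 libraries. For *rad21-/-* and *rad21+/-* it was 73.4% to 77.2%, so the fall in number does not set the pairs apart. A part of the overlap with *stag2b-/-* cannot be told apart from the noise of shared wild-type libraries, because 4 of them serve all comparisons. On held-out libraries treated wild type lay on the side of the mutants in 70.5% and 57.1% of the genes changed the same way in all 3 mutants, which leaves a difference of the untreated wild-type pools open.

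Crossed clusters in *stag2b-/-* could arise from exchanged labels. Of 6 direct Wnt targets 2 rose with BIO in the other genotypes and fell in *stag2b-/-*. Of 303 genes called for BIO in the same direction in the other 3 genotypes, 15 moved the opposite way in *stag2b-/-*, which argues against exchanged labels.

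Among genes that the paper does not discuss, the p53 targets were higher in *rad21-/-* (median log2 fold change 0.71, 14 of 20 called higher and 2 lower by edgeR) and in *rad21+/-* (0.88, 13 of 20 higher), with a median of 0.09 in *stag2b-/-*. Both were called by camera and fry, and neither by camera with the correlation estimated from the data (adjusted p = 0.35 and 0.17). *mdm2* rose by 1.30 and 1.45 and *cdkn1a* by 1.42 and 1.39. Of 10000 random lists matched on gene length and expression, 0 had a median as high as that of *rad21-/-*. Of cilia, the paper's Fig. S4 legend names a term among those enriched. The list of motile cilia genes had a median of −0.97 in *rad21-/-*, and −1.03 against *rad21+/-*. Of 10000 matched random lists 0 had a median as low, and without any replicate number at least 89.4% of the median was kept. That the cilia list reflects cohesin dose or composition is a hypothesis. In the direct comparison of *rad21-/-* with *rad21+/-* the p53 list had a median of −0.17 (adjusted p = 0.046 from camera, 0.069 from fry). Its rise was thus not graded with Rad21 dose, and variants shared by both genotypes of the *rad21* line were not excluded. Lower expression per cell and fewer ciliated cells were not separated.

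With BIO *cyp1a* (3.56), *cyp1b1* (3.902) and *ahrra* (1.967) rose in wild type, and they rose in each mutant. Their calls in *rad21+/-* were lost for *cyp1a* without untreated replicate 4 (adjusted p = 0.053 from edgeR's test) and for *ahrra* without any of 7 single libraries. In *stag2b-/-* *ahrra* lost the call without any of 4. Of 6 direct Wnt targets 4 were called in wild type (0.44, 0.38, 0.28 and −0.86), and *axin2* was not (−0.08). In each mutant 0 of the 6 were called. That BIO had not acted is argued against by 124 genes called in the same direction in all 4 genotypes. An indirubin may activate the aryl hydrocarbon receptor beside inhibiting Gsk3, which was not tested apart from these 124 genes.

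*junbb* (−9.55) and *pdlim3a* (−8.701) were nearly absent in *rad21-/-*. Of 12 genes at 5 CPM or more in one of wild type and *rad21-/-* and at 0.25 CPM or less in the other, 10 of 12 stood in *rad21+/-* at the level of *rad21-/-*. A graded effect of Rad21 dose would place *rad21+/-* between, which was seen in 2 of 12. Variants of the *rad21* line that the wild-type line lacks may give such a pattern. They cannot be told apart from a threshold effect of Rad21, because both *rad21* genotypes are of the same line.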

How the results depend on the processing

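The numbers of genes called moved with the test, and single genes mostly kept their direction. Unless a cause is given below, the cause was not tested. Over 157 gene results, 1913 values under alternatives were compared: 1687 kept direction and side of the 5% FDR threshold, 162 fell short of it, 47 newly passed it and 17 changed sign. With DESeq2's size factors in edgeR every gene result kept its side.

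DESeq2's Wald test called 2044 genes in *stag2b-/-* in place of 1300, 309 and 312 shared genes in place of 185 and 201, 13 cell cycle genes lower in *stag2b-/-* in place of 8, 405, 448 and 524 interaction genes in place of 187, 195 and 287, and 1564 genes for BIO in *rad21+/-* in place of 775. Without a filter on low counts the last number was 513.

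With all 32 libraries in the fit, 2480 genes were called in *stag2b-/-*, 1787 for *rad21-/-* against *rad21+/-*, 410 and 385 in all 3 mutants, and 97 and 17 cell cycle genes lower in *rad21+/-* and *stag2b-/-*. With only the 8 libraries compared, 558 genes were called in untreated *stag2b-/-*, 1603 for BIO in wild type, 1211 in *rad21+/-* and 930 in *stag2b-/-*, and 2533 for treated *stag2b-/-* against untreated wild type. With the 16 libraries of a mutant and wild type, the interactions were 62, 74 and 90 genes, and *vimr2* in *stag2b-/-* had 1.252 (adjusted p = 0.10 from edgeR's test).

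Neither the paper nor the labels say that a replicate number marks a shared batch or day, though the sample numbers in the file run through the groups of 1 replicate number before the next. Residuals of libraries with the same number had a mean correlation of 0.1 (−0.15 to 0.38; over 0.1 in 57 of 112 pairs) and those with other numbers −0.034 (−0.31 to 0.27; 41 of 336). The number thus carries some shared variation, which the fits without it leave in the residuals. A replicate block gave 307, 366 and 507 interaction genes, and 2412 and 1836 genes for BIO in *rad21-/-* and *rad21+/-*.

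Leave-one-out fits ranged from 5193 to 6868 genes in *rad21-/-*, 3368 to 4541 in *rad21+/-*, 792 to 1401 in *stag2b-/-* and 799 to 936 for *rad21-/-* against *rad21+/-*. Interactions without 1 replicate number ranged from 35 to 74, 17 to 91 and 60 to 144, lower than the full 187, 195 and 287, with 24 libraries in place of 32. For BIO the ranges were 2852 to 4110 in wild type, 674 to 1666 in *rad21-/-*, 119 to 813 in *rad21+/-* and 849 to 2166 in *stag2b-/-*. Treated mutants against treated wild type ranged from 6526 to 7022, 3987 to 4386 and 1968 to 2812, and against untreated wild type from 7742 to 8592, 5403 to 6463 and 3685 to 4459. Shared genes ranged from 56 to 157 higher and 80 to 172 lower, and lower cell cycle genes from 76 to 112, 22 to 53 and 3 to 9. The *vimr2* interaction in *stag2b-/-* ranged from 0.945 to 1.467. In *rad21-/-* it ranged from −0.251 to 0.146 and in *rad21+/-* from −0.21 to 0.26, on both sides of 0. The response of *vimr2* to BIO ranged from −0.033 to 0.328 in wild type and from −0.129 to 0.119 in *rad21-/-*. That of *axin2* ranged from 0 to 0.084 in *rad21+/-* and from −0.076 to 0.043 in *stag2b-/-*, and that of *sp5l* from −0.035 to 0.048 in *stag2b-/-*. PC1 ranged from 61 to 63.9% and PC2 from 10.2 to 13.9%.

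PC1 took 70% of the variance from log2 CPM, 42.3% with all genes passing the filter and 55.6% with 2000 genes. PC2 took 12.9% with all genes. In the clusters of interaction genes, the ratio of the distance of untreated mutants to treated wild type over that to untreated wild type was 0.907, 0.898 and 0.903 for *rad21-/-*, *rad21+/-* and *stag2b-/-*. It was 0.825, 0.856 and 0.704 with 1 minus the Pearson correlation. With genes chosen on replicates 1 and 2 and distances taken on the others it was 1.05, 1.44 and 1.14, and with genes chosen on replicates 3 and 4 it was 1.01, 0.944 and 1.16. On separate libraries the ratio was thus above 1 in every case but 1. Calls near *rad21a* in *rad21+/-* had an odds ratio of 0.858 within 10 Mb and 1.11 over the whole chromosome (Fisher's exact p = 0.21).

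Of 66 tests of gene lists, camera called 26, fry 14 and camera with the correlation estimated from the data 1, the Wnt list of Table S6 in *rad21-/-* against *rad21+/-*. The 14 of fry were among the 26. Exchanging libraries between the groups of each of the 14 comparisons of 2 groups gave as many genes in 1 of 35 splits, the real one. The highest other split gave 1381 genes for BIO in wild type and 1034 for treated *rad21-/-* against untreated wild type.

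At the depth and replicate number of the study, on simulated counts, edgeR recovered 78% to 84.5% of 200 genes changed by 1 log2 unit for pairs of groups and 61% for an interaction, and DESeq2 87% to 90% and 73%. The choice of test thus limits the calls as well, and no other depth or replicate number was simulated.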

Differences from the paper's values

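The alternatives named here were set before the data were examined.

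The paper's number of genes changed in *stag2b-/-* is 2054, and 1300 were called here. Within 1.5 times the paper's number were DESeq2's Wald test (2044), the replicate block (1371), all 32 libraries in the fit (2480) and edgeR without wild-type replicate 2 (1401). RLE size factors (1301), no filter on low counts (1195), only the 8 libraries compared (558) and the other fits without 1 library did not. The paper has 866 of them higher, against 498 here. Of the alternatives, DESeq2's Wald test (858), all 32 libraries (1133) and the fit without wild-type replicate 2 came within that factor, and RLE (511), no filter (443), the block (555), the 8 libraries (200) and the other fits without 1 library did not.

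Genes changed in all 3 mutants are 311 higher and 312 lower in the paper, and 185 and 201 here. Both DESeq2's Wald test (309 and 312) and all 32 libraries (410 and 385) came within 1.5 times for both, and the block for the lower genes (218). RLE (185 and 204), no filter (164 and 204), the block for the higher genes (199) and each replicate number left out did not.

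For cell cycle genes lower in *stag2b-/-* the paper's number is 13, and 8 were called here. Here DESeq2's Wald test (13), the block (11), all 32 libraries (17) and the fit without replicate 1 (9) came within 1.5 times. RLE (8), no filter (8) and the fits without replicates 2, 3 and 4 did not. The paper's text gives 165 and 79 lower genes in *rad21-/-* and *rad21+/-*, where its Tables S1 and S2 list 160 and 74.

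Genes with a different response to BIO are 395 in *rad21-/-*, 467 in *rad21+/-* and 539 in *stag2b-/-* in the paper, and 187, 195 and 287 here. For all 3, DESeq2's Wald test (405, 448 and 524) and the block (307, 366 and 507) came within 1.5 times. RLE (181, 186 and 294), no filter (153, 142 and 256), the 16 libraries of each pair (62, 74 and 90) and each replicate number left out did not.

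Of the marker genes drawn in Fig. 4, 29 of 30 moved in the drawn direction in *rad21-/-* and 32 of 32 in *stag2b-/-*. Among the NMP markers, drawn as higher in *rad21-/-*, *fgf8a* fell by 0.26 log2 units (adjusted p = 0.11 from edgeR's quasi-likelihood test), and no setting called it. *neurog1* and *twist2*, drawn as changed in *rad21-/-*, had adjusted p = 0.056 and 0.18 from the same test. Calls of *neurog1* came from DESeq2's Wald test (0.048), all 32 libraries (0.016) and the fits without wild-type replicate 1 (0.022) or *rad21-/-* replicate 1 (0.033). The fit without *rad21-/-* replicate 2 (0.048) called *twist2*. In *stag2b-/-* *dand5* and 8 of 13 somite genes were drawn as changed and not called here. Under DESeq2's Wald test and with all 32 libraries all 9 were called, and the block called *dand5* (0.025).

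*tbxtb*, given by the paper as not significantly lower in *stag2b-/-*, was called (−0.76, adjusted p = 0.0083 from edgeR's quasi-likelihood test, and 0.00075 to 0.032 over the alternatives). *smc3*, given as reduced in *rad21* mutants, changed by −0.08 in *rad21-/-* (adjusted p = 0.55 from the same test), and no setting called it. *stag1b*, given as increased in *stag2b-/-*, had adjusted p = 0.077 from the same test and was called by DESeq2's Wald test (0.033), with all 32 libraries (0.0094), and without wild-type replicate 3 (0.024) or *stag2b-/-* replicate 3 (0.035).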

Other observations

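BIO changed 2316 genes in wild type that it did not change at 5% FDR in any mutant. A gene past the threshold in one genotype and not in another is not shown to differ, and the interaction test called 187, 195 and 287 genes.

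On chromosome 14, which holds *stag2b*, 9.8% of tested genes were called in *stag2b-/-*, the highest of 25 chromosomes. On chromosome 16, which holds *rad21a*, 32.4% were called in *rad21-/-*, ranking 13 of 25.

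Of the 13 tested members of the direct Wnt list, edgeR called 5 for BIO in wild type (*nkd1*, *sp5l*, *sp5a* and *tbx6* higher, *dkk1b* lower) and 1 in *rad21-/-* (*tbx6*, 0.371). Under an alternative *sp5l* was called in *rad21-/-* (adjusted p = 0.048 from DESeq2's Wald test). In untreated mutants the median of these 13 members was −0.04 in *rad21-/-*, −0.01 in *rad21+/-* and −0.01 in *stag2b-/-*, and camera called none of the 3. Single members did change in *rad21-/-*, where edgeR called 4 lower and 1 higher and the mean was −0.24. No member was called in *rad21+/-* or *stag2b-/-*.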
